# Comparative expression profiling of miRNA during anther development in genetic male sterile and wild type cotton

**DOI:** 10.1186/1471-2229-13-66

**Published:** 2013-04-19

**Authors:** Mingming Wei, Hengling Wei, Man Wu, Meizhen Song, Jinfa Zhang, Jiwen Yu, Shuli Fan, Shuxun Yu

## Abstract

**Background:**

Genetic male sterility (GMS) in cotton (*Gossypium hirsutum*) plays an important role in the utilization of hybrid vigor. However, the molecular mechanism of the GMS is still unclear. While numerous studies have demonstrated that microRNAs (miRNA) regulate flower and anther development, whether different small RNA regulations exist in GMS and its wild type is unclear. A deep sequencing approach was used to investigate the global expression and complexity of small RNAs during cotton anther development in this study.

**Results:**

Three small RNA libraries were constructed from the anthers of three development stages each from fertile wild type (WT) and its GMS mutant cotton, resulting in nearly 80 million sequence reads. The total number of miRNAs and short interfering RNAs in the three WT libraries was significantly greater than that in the corresponding three mutant libraries. Sixteen conserved miRNA families were identified, four of which comprised the vast majority of the expressed miRNAs during anther development. In addition, six conserved miRNA families were significantly differentially expressed during anther development between the GMS mutant and its WT.

**Conclusions:**

The present study is the first to deep sequence the small RNA population in *G*. *hirsutum* GMS mutant and its WT anthers. Our results reveal that the small RNA regulations in cotton GMS mutant anther development are distinct from those of the WT. Further results indicated that the differently expressed miRNAs regulated transcripts that were distinctly involved in anther development. Identification of a different set of miRNAs between the cotton GMS mutant and its WT will facilitate our understanding of the molecular mechanisms for male sterility.

## Background

Cotton is one of the most important economic crops in the world. Male sterility is a simple and efficient pollination control system that has been widely used in hybrid cotton breeding. In cotton breeding, two major male sterile systems are used to produce hybrid seeds, namely cytoplasmic male sterility (CMS) and genetic male sterility (GMS). Both systems have a maternally (former) or nuclear (later) inherited trait that renders them inability to produce or release functional pollen, so they can be used as maternal plants to produce hybrid seeds. The molecular mechanism of male sterility is currently a research hotspot in plant science.

Many studies have demonstrated that CMS is often associated with unusual open reading frames (ORFs) found in mitochondrial genomes. For example, accumulation of the cytotoxic peptide ORF79 in Boro-Taichung (BT)-type cytoplasmic male sterile rice (*Oryza sativa*) with Chinsurah Boro II cytoplasm causes CMS. The ORF79 protein is expressed by a dicistronic gene, *atp6*-*orf79*, which exists in addition to the normal *atp6* gene in the BT-type mitochondrial genome [1]. Nuclear-encoded-fertility restorer genes can suppress CMS-inducing ORFs and restore male fertility [2]. GMS has been also extensively studied at the gene and protein expression levels with an exclusive focus on protein coding genes. Up to now, very few studies have been on the relationship between male sterility and protein non-coding genes.

As a class of non-coding genes, small non-coding RNAs (ncRNAs) play an essential role in regulating the molecular machinery of eukaryotic cells by controlling transcriptional and post-transcriptional mechanisms [3]. These processes include chromatin formation and maintenance, defense against selfish and parasitic entities such as transposable elements and viruses, as well as native protein coding gene expression [4,5]. Regulatory ncRNA in plants can be divided into two primary categories, i.e., microRNAs (miRNAs) and short interfering RNAs (siRNAs). While siRNAs result primarily from exogenous sources, miRNAs are a class of endogenous small regulatory ncRNAs with lengths ranging from 20–24 nucleotides (nt) that negatively regulate gene expression at the post-transcriptional level through perfect or near-perfect complementarity with target mRNAs for cleavage or inhibition of translation [6-8]. Some known miRNA loci form clusters in the genome and these miRNA clusters are probably produced by gene duplication and the miRNAs in a given cluster are often related to one another [9-11].

miRNAs are key post transcriptional regulators that control various biological and metabolic processes in eukaryotes, many of which are conserved and have more recently evolved species-specific diversity [12,13]. miRNAs also have important regulatory functions in specific biological processes during the life cycle of plants, such as controlling tissue differentiation and development, the phase switch from vegetative to reproductive growth, and responses to different biotic and abiotic stresses [14-16]. A growing number of new plant miRNAs have been identified in recent years. To date, more than 1,000 miRNAs have been annotated in Arabidopsis, rice, and other plant species [17]. However, the number of miRNAs in plants is apparently not saturated because new miRNAs are continually identified in different species. In Upland cotton (*G*. *hirsutum*), only 54 miRNAs have been reported.

Anthers are highly specialized organs for nutrient storage and reproductive development. Their maturation and development involves meticulous gene regulation at the transcriptional and post-transcriptional levels [18]. In anthers, small ncRNAs are essential for sporophyte development in the somatic diploid phase of flowering plants and small RNA pathways are present and functional in angiosperm male gametophytes [19,20]. In Arabidopsis, over-expression of miR167 leads to male sterility [21]. Even though there is no direct evidence that any miRNAs are causative genes for male sterility in plants, we hypothesize that differential expression of some miRNA genes are involved in regulation of male sterility.

As the first step towards the understanding of their regulatory mechanisms and networks of target genes in male sterility in plants, expression of miRNAs between a cotton GMS mutant (‘Dong A’) and its fertile wild type (WT) was compared using a deep sequencing approach developed by Solexa (Illumina Inc) in the present study. The male sterility of the GMS mutant ‘Dong A’ is controlled by one pair of recessive genes [22], and it has the same genetic background with its wild type (WT). Therefore, they are ideal genetic materials for studying cotton anther development and male sterility. In the present work, the expression patterns of miRNAs and the critical small RNA pathways of the GMS ‘Dong A’ and its WT were analyzed and compared at three different stages of male gametophyte development, followed by an integrated bioinformatics analysis to identify novel and candidate miRNAs. Furthermore, the expression profiles of miRNAs were analyzed by miRNA clustering, which has been widely used to study miRNA expression levels in various species [23-25]. By further comparing the expression patterns between selected miRNAs and their corresponding target genes, we have gained a better understanding of the molecular mechanism of miRNAs in anther development and genetic male sterility of cotton.

## Results

### Phenotypic analysis of impaired anthers in the cotton male-sterile mutant

To determine the morphological defects of the cotton GMS mutant, we compared the anthers of the mutant and its fertile wild type (WT). At 0 day post anthesis (DPA), the mutant showed an abnormal floral phenotype with no pollen grains and smaller anthers than the WT (Figure 1A and B). The pollen grains in the WT and the mutant were stained with 2% I_2_-KI to detect starch activity during the flowering period. There were many viable pollen grains in the WT, while there was no viable pollen in the mutant observed (Figure 1C). Therefore, the mutant is completely sterile.

**Figure 1:**
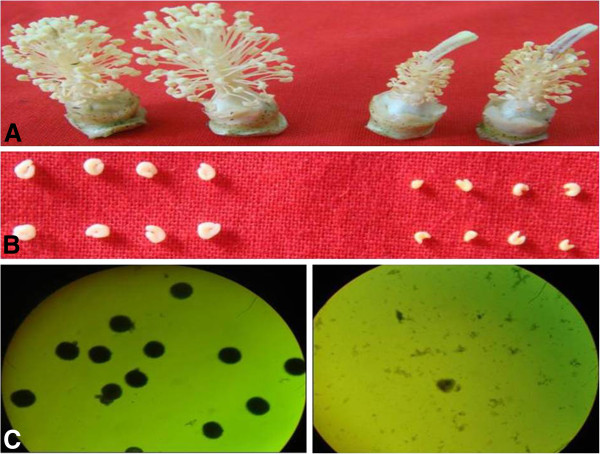
**Flowers and anthers of the WT and the GMS mutant.** From left to right: (**A**) Flower of *G*. *hirsutum* ‘Dong A’ (left) and GMS mutant of ‘Dong A’ (right); (**B**) anthers of the WT (left) and the GMS mutant (right) 1day post anthesis (DPA); (**C**) results of pollen stained with 2% I_2_-KI from 0 DPA flowers in the WT (left) and the GMS mutant (right) (10 × 40 view).

### Distribution of small RNAs during cotton anther development

Based on previous studies that the peak of male sterility mainly occurs in the uninucleate microspore stage of anthers in ‘Dong A’ GMS mutant [26], early anther development stages were chosen to identify possible miRNAs that may be involved in events leading to male sterility. In this study, anthers were selected from two earlier stages, i.e., meiosis stage (WT: Mar-F-1; mutant: Mar-S-1) and tetrad stage (WT: Mar-F-2; mutant: Mar-S-2), together with the uninucleate microspore stage (WT: Mar-F-3; mutant: Mar-S-3) from the GMS ‘Dong A’ mutant and its fertile wild type to construct six small RNA libraries (i.e., anthers from the three stages of the two genotypes).

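The 6 libraries comprised 1 library per genotype and stage, so a difference between the WT and the GMS mutant at a stage has no replicate check. Anthers came from buds of 5 mm at meiosis, 6.5 mm at the tetrad stage and 9 mm at the uninucleate microspore stage. The authors removed low-quality reads, trimmed the adapters and collapsed identical reads, and they deposited the number of reads of each distinct sequence, or tag, without alignment or normalization. The Mar-F-1 and Mar-S-1 libraries held 13741122 and 10839275 reads, the Mar-F-2 and Mar-S-2 libraries 16347976 and 13106653 reads, and the Mar-F-3 and Mar-S-3 libraries 12981571 and 13570780 reads, respectively. Between 83.3% and 85.1% of the tags in a library were read only once. A read was counted for a conserved miRNA family when its first 18 nt equalled the first 18 nt of a listed mature sequence. For 6 families the list used the sequence drawn in Figure 5, and further sequences, including all those of the other 10 families, were mature plant sequences from general knowledge, because the paper assigns no printed sequence to them. No precursor, genome or miRBase alignment was used here. Counts were scaled to 1000000 total reads of the library (RPM). The WT and mutant libraries of a stage were compared with a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over 48 tests (16 families at 3 stages), and a family was called differentially expressed when the log2 ratio of mutant to WT was above 1 or below -1 and the adjusted p was below 0.05. Such a test compares the reads of 2 libraries, not the conditions. Shares of reads are given with 95% Wilson confidence intervals and log2 ratios with exact (Clopper-Pearson) 95% intervals. The reads were amplified by PCR and carried no molecular identifiers, so intervals and detection limits cover counting error only. The smallest abundance a library can show, taken as 3 reads, ranged from 0.184 RPM in Mar-F-2 to 0.277 in Mar-S-1.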

The datasets from the six libraries were used to query the ncRNA sequences deposited in the National Center for Biotechnology Information Gene Bank (http://www.ncbi.nlm.nih.gov/) and the Rfam 9.1 database (http://rfam.janelia.org/) to separate the small RNAs that matched non-coding sequences, such as ribosomal RNA (rRNA), transfer RNA (tRNA), small nuclear RNA (snRNA), and small nucleolar RNA (snoRNA). The distribution of these fragments (<5% of the total reads) is listed in Table 1.

**Table 1:** Summary of small RNA sequences from the WT and the GMS mutant libraries

**Small RNA**	**Library**					
	**Mar**-**F**-**1**	**Mar**-**F**-**2**	**Mar**-**F**-**3**	**Mar**-**S**-**1**	**Mar**-**S**-**2**	**Mar**-**S**-**3**
**rRNA**	**308795**(**2**.**25**%)	**533737**(**3**.**26**%)	**185686**(**1**.**43**%)	**68630**(**0**.**63**%)	**236981**(**1**.**81**%)	**453064**(**3**.**34**%)
**tRNA**	**30091**(**0**.**22**%)	**92144**(**0**.**56**%)	**98208**(**0**.**76**%)	**12589**(**0**.**12**%)	**41200**(**0**.**31**%)	**116915**(**0**.**86**%)
**snoRNA**	**934**(**0**.**01**%)	**1198**(**0**.**01**%)	**836**(**0**.**01**%)	**466**(**0**%)	**839**(**0**.**01**%)	**1100**(**0**.**01**%)
**snRNA**	**2096**(**0**.**02**%)	**4793**(**0**.**03**%)	**3662**(**0**.**03**%)	**1060**(**0**.**01**%)	**2027**(**0**.**02**%)	**3248**(**0**.**02**%)
**Total reads**	**13741122**	**16347976**	**12981571**	**10839275**	**13106653**	**13570780**

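The 6 libraries held 80587377 reads in all, 43070669 from the WT and 37516708 from the GMS mutant. Reads of 18 to 30 nt made up nearly the whole of each library. Longer reads, up to 44 nt, were present in every library, from 510 reads in Mar-F-1 to 2470 in Mar-S-2, and at most 0.0188% of a library. The numbers of distinct tags were 8313063 in Mar-F-1, 6882679 in Mar-S-1, 9369255 in Mar-F-2, 8094571 in Mar-S-2, 6903924 in Mar-F-3 and 7634097 in Mar-S-3.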

Almost 80 million small RNA sequences with lengths ranging from 18–30 nt were obtained in these six small RNA libraries. The majority of the small RNAs in both the WT and mutant libraries were 21–24 nt (Figure 2), which is within the typical size range for dicer-derived products and in agreement with most previously reported results. 

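Reads of 21–24 nt accounted for 92.0% of the pooled WT reads and 92.8% of the pooled mutant reads. Within single libraries their share ranged from 90.3% in Mar-F-1 (95% Wilson confidence interval 90.25 to 90.28%) to 96.4% in Mar-S-1 (96.35 to 96.38%). In the WT, 21 nt reads made up 11.1%, 22 nt reads 10.2% and 23 nt reads 11.5% of all reads, and in the mutant the corresponding shares were 9.41%, 9.13% and 12.0%. Shorter reads of 18–20 nt were unevenly distributed, with 8.42% of Mar-F-1 but 1.85% of Mar-S-1, 6.68% of Mar-F-2 and 6.81% of Mar-S-2, and 3.53% of Mar-F-3 but 6.89% of Mar-S-3.

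**Figure D1:**
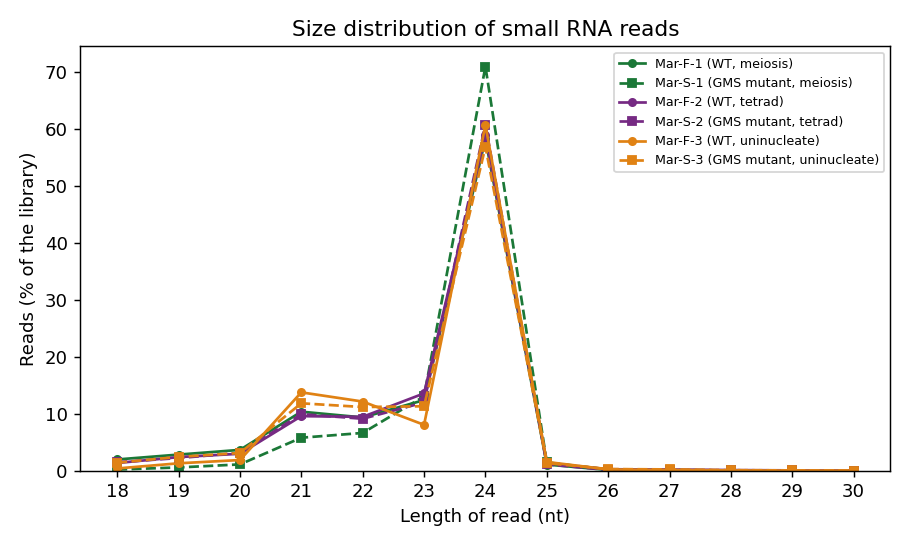
Percentage of the reads of each library (vertical axis) by read length in nt (horizontal axis), with solid lines for the 3 WT libraries, dashed lines for the 3 GMS mutant libraries and 1 colour per stage. All libraries peak at 24 nt, from 56.9% in Mar-S-3 to 70.9% in Mar-S-1.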

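The 24 nt reads made up 59.2% of the pooled WT reads and 62.3% of the pooled mutant reads. At meiosis their share was 58.2% in Mar-F-1 (95% Wilson confidence interval 58.17 to 58.22%) and 70.9% in Mar-S-1 (70.91 to 70.96%). The tetrad libraries were closer to each other, with 58.8% in Mar-F-2 (58.82 to 58.87%) and 60.7% in Mar-S-2 (60.69 to 60.74%). At the uninucleate microspore stage the order was the opposite, with 60.6% in Mar-F-3 (60.62 to 60.68%) and 56.9% in Mar-S-3 (56.83 to 56.88%). These intervals do not overlap within any stage, but there was a single library of each kind. When each distinct tag was counted once, the 24 nt share rose to 64.3% in the WT and 66.0% in the mutant.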

Of these, 24 nt small RNAs were the most abundant.

**Figure 2:**
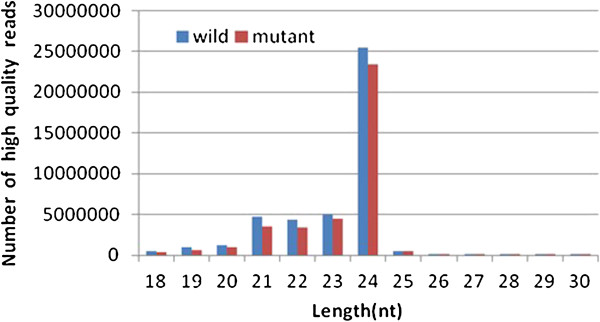
**Size distribution of small RNA sequences derived from the WT and mutant libraries.** Wild: the total small RNA sequences in the three WT libraries; Mutant: the total small RNA sequences in the three GMS mutant libraries. All reads were of high quality, ranging from 18–30 nt in length.

### Variations in small RNA expression in the WT and GMS mutant during anther development

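Reads of the 16 conserved miRNA families numbered 408552 in Mar-F-1 and 216430 in Mar-S-1, 519737 in Mar-F-2 and 405683 in Mar-S-2, and 1133617 in Mar-F-3 and 763184 in Mar-S-3. In RPM, the log2 ratio of mutant to WT was -0.57 at meiosis (95% interval -0.58 to -0.57), -0.04 at the tetrad stage (-0.04 to -0.03) and -0.63 at the uninucleate microspore stage (-0.64 to -0.63). The direction at meiosis depended on the scaling: scaled by reads of 20 to 22 nt, the log2 ratio was 0.22. Candidate siRNAs were counted as 21 to 24 nt tags whose exact partner, pairing with 2-nt 3′ overhangs, was present in the same library. They took up 951081 reads in Mar-F-1 and 521767 in Mar-S-1, 1021752 in Mar-F-2 and 818382 in Mar-S-2, and 703715 in Mar-F-3 and 696313 in Mar-S-3. Scaled to library size, siRNA reads had a log2 ratio of mutant to WT of -0.52 at meiosis (-0.53 to -0.52) and -0.08 at the uninucleate microspore stage (-0.08 to -0.07), while at the tetrad stage the interval of -0.0056 to 0.0028 included no difference. At meiosis the ratio was -0.13 when 24 nt tags alone were counted. With 24 nt tags scaled by the 24 nt reads of the library, a setting chosen after the data were seen, it was -0.42 at meiosis (-0.42 to -0.41), -0.04 at the tetrad stage (-0.05 to -0.04) and 0.04 at the uninucleate microspore stage (0.03 to 0.04). The number of partners found rises with depth, and when all libraries were drawn down to the depth of Mar-S-1, a step chosen after the data were seen, the log2 ratios were -0.35, 0.16 and -0.13 at the 3 stages.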

The total numbers of miRNAs and siRNAs in the three WT libraries were greater than those of the three corresponding GMS mutant libraries (Additional file 1). 

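Distinct tags of the 16 conserved families numbered 372 in Mar-F-1 and 311 in Mar-S-1, 412 in Mar-F-2 and 377 in Mar-S-2, and 499 in Mar-F-3 and 467 in Mar-S-3. Each WT library held more of them than the mutant library of its stage, and it also held more reads of these families. At meiosis and at the uninucleate microspore stage this excess did not remain when the libraries of a pair were drawn down to the same number of family reads, and at the tetrad stage it was small. As means of 20 draws, 99.0 tags were specific to Mar-F-1 and 115 to Mar-S-1, 116 to Mar-F-2 and 115 to Mar-S-2, and 140 to Mar-F-3 and 177 to Mar-S-3. Over all 6 libraries there were 909 distinct tags, of which 303 belonged to Gh-miR167, 197 to Gh-miR166 and 120 to Gh-miR156.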

The number of unique miRNAs in the three WT libraries was different from that in the three GMS mutant libraries. Moreover, the number of unique miRNAs in the Mar-F-1 library was twice that of the Mar-S-1 library and the number of unique siRNAs in the Mar-F-1 library was also significantly greater than that in the Mar-S-1 library (Additional file 1).

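At meiosis, 372 distinct tags of the conserved families were found in Mar-F-1 against 311 in Mar-S-1. Candidate siRNAs were represented by 238367 distinct tags in Mar-F-1 and 155545 in Mar-S-1. At the later stages the numbers of distinct siRNA tags were 248226 in Mar-F-2 and 215482 in Mar-S-2, and 171565 in Mar-F-3 and 178715 in Mar-S-3. These numbers depend on depth. With the libraries drawn down to the depth of Mar-S-1, a step chosen after the data were seen, the order at both later stages was the opposite, with 148526 in Mar-F-2 and 169624 in Mar-S-2, and 137351 in Mar-F-3 and 134360 in Mar-S-3. At that depth Mar-F-1 still held 177425 distinct siRNA tags and 666209 siRNA reads, against 155545 tags and 521767 reads in Mar-S-1. Reads of 24 nt made up 59.7% of the siRNA reads in Mar-F-1 and 78.3% in Mar-S-1, and reads of 21 nt made up 19.3% and 6.82%.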

Analyzing miRNA variations in the three anther developmental stages between the WT and its GMS mutant, we found that the Mar-S-1 and the Mar-F-1 libraries comprised 35.74% and 52.13% of the unique miRNAs, respectively; the Mar-S-2 and the Mar-F-2 libraries comprised 45.11% and 43.12%, respectively; and the Mar-S-3 and the Mar-F-3 libraries comprised 45.96% and 39.39%, respectively. 

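Over the 466 distinct tags of the 16 conserved families found at meiosis, 155 (33.3%) were specific to Mar-F-1 and 94 (20.2%) to Mar-S-1. At the tetrad stage 142 of 519 tags (27.4%) were specific to Mar-F-2 and 107 (20.6%) to Mar-S-2. At the uninucleate microspore stage 190 of 657 tags (28.9%) were specific to Mar-F-3 and 158 (24.0%) to Mar-S-3. At the same number of family reads, the percentages specific to the WT and the mutant were 24.1% and 28.1% at meiosis, 23.6% and 23.2% at the tetrad stage, and 23.1% and 29.2% at the uninucleate microspore stage. These tags cover the 16 conserved families only, and precursor alignments were not used.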

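Of the distinct tags of the 16 conserved families, 217 were shared between Mar-F-1 and Mar-S-1, 270 between Mar-F-2 and Mar-S-2 and 309 between Mar-F-3 and Mar-S-3. The shared percentages were 46.6% at meiosis (95% Wilson confidence interval 42.1 to 51.1%), 52.0% at the tetrad stage (47.7 to 56.3%) and 47.0% at the uninucleate microspore stage (43.2 to 50.9%). The minimum number of reads moved these values most. Among tags with at least 10 reads in either library, 94.2%, 100% and 99.4% were shared at the respective stages.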

Only 12.13%, 11.77% and 14.65% of the unique miRNAs were shared between the WT and its GMS mutant during the same three anther developmental stages, respectively (Figure 3). Therefore, most of the unique miRNAs found in the GMS mutant anthers were different from those in the WT anthers at the corresponding stage.

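The library-specific tags carried few reads. Among the tags found in only 1 library of a pair, 75.5% at meiosis, 82.7% at the tetrad stage and 81.0% at the uninucleate microspore stage were read once. The shared tags held 99.8% of the conserved family reads in Mar-F-1 and 99.9% in Mar-S-1. When the libraries of a pair were drawn down to the same number of family reads, the shared percentages were 47.7%, 53.2% and 47.7% as means of 20 draws. From the small percentage of shared unique miRNAs in its own comparison, the paper concludes that most unique miRNAs of the mutant anthers differed from those of the WT.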

**Figure 3:**
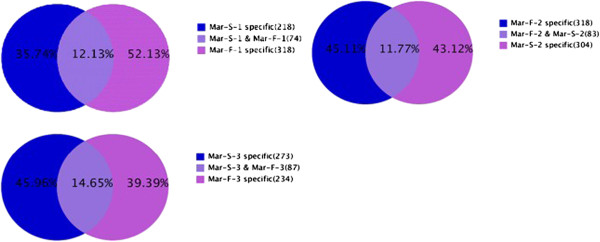
**Distribution of unique miRNAs among the six small RNA libraries.** Mar-F-1 and Mar-S-1: meiosis stage anthers from WT and GMS mutant; Mar-F-2 and Mar-S-2: tetrad stage anthers from WT and GMS mutant; Mar-F-3 and Mar-S-3: uninucleate microspore stage anthers from WT and GMS mutant.

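The 3 stages were also used together to compare the genotypes, with edgeR's quasi-likelihood test, the stage as a block and TMM normalization, so that the spread was the variation of the genotype difference between stages. The test covered 81785 tags with at least 10 reads in at least 3 libraries. No tag was higher or lower in the mutant at an adjusted p below 0.05 with Benjamini-Hochberg adjustment. At an unadjusted p below 0.05, 663 tags were higher and 1351 lower in the mutant. Together these are fewer than a share of 0.05 of the tested tags, which is the share expected if no tag differed. DESeq2 called 0 tags higher and 9 lower on the same counts. Without the meiosis libraries, edgeR called 80 tags higher and 19 lower in the mutant, whereas it called none when the tetrad or the uninucleate libraries were left out. At the dispersion of these libraries the test recovered 44% of simulated changes of 3 on the log2 scale, so the absence of calls does not show an absence of differences. The paper draws its statement from its preceding results, not from a test of this kind. Those results cover the numbers of miRNAs and siRNAs and the percentages of shared and library-specific unique miRNAs.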

The above results indicated that various small RNA regulations were already present during the anther development of the ‘Dong A’ GMS mutant, as compared to its fertile wild type. These different small RNA varieties and diverse small RNA regulations may target different genes that influence the anther development and therefore male sterility.

### Identification of conserved cotton miRNAs

Aligning the small RNA sequences to known cotton miRNAs resulted in 405,829 and 192,554 matches for the Mar-F-1 and Mar-S-1 libraries, respectively. 

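Tags beginning with the first 18 nt of a listed mature sequence accounted for 408552 reads in Mar-F-1 and 216430 in Mar-S-1. These are 2.97% (95% Wilson confidence interval 2.96 to 2.98%) and 2.00% (1.99 to 2.01%) of the reads of the respective library.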

In the Mar-F-2 and Mar-S-2 libraries, there were 496,607 and 402,146 matches for the WT and the mutant, respectively. 

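The same rule gave 519737 reads in Mar-F-2 and 405683 in Mar-S-2, which are 3.18% (3.17 to 3.19%) and 3.10% (3.09 to 3.10%) of the reads, with 95% Wilson confidence intervals in parentheses.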

In the Mar-F-3 and Mar-S-3 libraries, there were 1,108,399 and 767,638 matches for the WT and the mutant, respectively (Additional file 2).

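In the uninucleate libraries 1133617 reads of Mar-F-3 and 763184 reads of Mar-S-3 began like a listed mature sequence. Their shares of the library, 8.73% (95% Wilson confidence interval 8.72 to 8.75%) and 5.62% (5.61 to 5.64%), were the highest among the libraries of their genotype.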

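All 16 families were detected, with 3447203 reads in the 6 libraries together. Gh-miR167 was the most abundant with 1989481 reads, followed by Gh-miR166 with 977246. Gh-miR156 had 365685 reads and Gh-miR172 had 82203. The rank of Gh-miR156 rested on 1 listed sequence, TTGACAGAAGATAGAGAGCAC, which had 92505 reads in Mar-F-3 alone, while the sequence drawn in Figure 5, TTGACAGAAGAGAGAGAGCAC, had 4094 there.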

Sixteen conserved cotton miRNA families comprising 3,373,236 individual candidate miRNA reads were identified in the six small RNA libraries, with the Gh-miR167 and Gh-miR166 families being the most abundant, followed by the Gh-miR172 and Gh-miR156 families (Figure 4A). 

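Among the reads of the 16 families, Gh-miR167 made up 57.2% (95% Wilson confidence interval 57.12 to 57.26%) in the 3 WT libraries and 58.5% (58.41 to 58.57%) in the 3 GMS mutant libraries. Taken as percentages of the family reads of both genotypes together, its WT reads made up 34.2% and its mutant reads 23.5%. Its share within a library rose with development in both genotypes, from 46.9% in Mar-F-1 to 54.6% in Mar-F-2 and 62.1% in Mar-F-3, and from 36.9% in Mar-S-1 to 59.3% in Mar-S-2 and 64.2% in Mar-S-3. When reads had to equal a listed sequence over its full length, the pooled shares were 42.2% in the WT and 43.6% in the mutant.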

Of all the conserved cotton miRNA reads, Gh-miR167 dominated the WT and the mutant libraries, accounting for 25.8% (in the three WT libraries) and 34.5% (in the three GMS mutant libraries), respectively (Figure 4B). 

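Gh-miR166 made up 29.4% (95% Wilson confidence interval 29.37 to 29.49%) of the family reads in the WT and 26.7% (26.67 to 26.82%) in the mutant. As percentages of the family reads of both genotypes together, these were 17.6% and 10.7%. Within libraries its share fell from 40.1% in Mar-F-1 to 26.4% in Mar-F-3 in the WT, and from 33.5% in Mar-S-1 to 25.0% in Mar-S-3 in the mutant.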

Next is Gh-miR166, which accounted for 20.7% and 12.9% in the WT and mutant libraries, respectively. In contrast, some other miRNA families showed very low expression abundance in the anthers, with very lower read counts. 

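Over the 6 libraries together, Gh-miR827 had 12 reads, Gh-miR398 had 46, Gh-miR394 had 99, Gh-miR482 had 283, Gh-miR393 had 625 and Gh-miR399 had 789. Gh-miR162, Gh-miR164 and Gh-miR396 had 2548, 3013 and 3566 reads, and Gh-miR390, Gh-miR171 and Gh-miR2949 had 6575, 7114 and 7918. Gh-miR398 was represented by 39 reads in the WT and 7 in the mutant, so its abundance was at or below 3 reads in several libraries.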

The varied abundance of these miRNA families suggests that the miRNA genes are differentially transcribed during anther development.

**Figure 4:**
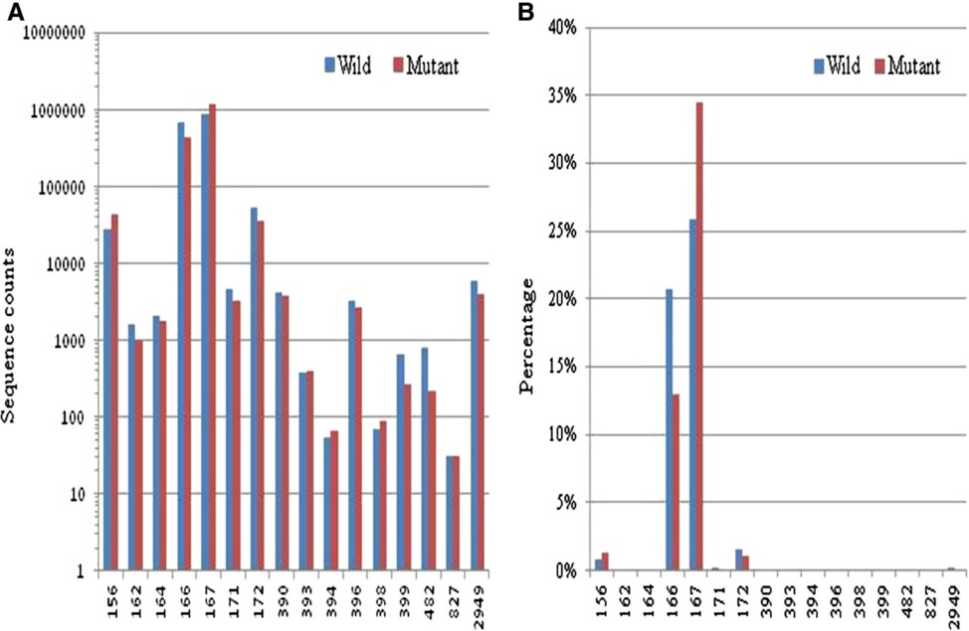
**Relative abundance and differential expression levels of the identified cotton conserved miRNA families.** (**A**) The sequence counts reflect the relative abundance of each miRNA family between the WT and GMS mutant. (**B**) The differential miRNA expression levels are presented as percentages of the total sequence count (WT + Mutant) for each family.

Analyzing miRNA expression between WT and its GMS mutant anthers revealed that Gh-miR394, Gh-miR396, Gh-miR398, Gh-miR399, and Gh-miR482 were differentially expressed during the meiosis stage, three of which (i.e., Gh-miR394, Gh-miR398, and Gh-miR399) were also differentially expressed during the tetrad stage and two of which (i.e., Gh-miR398 and Gh-miR482) together with Gh-miR827 were differentially expressed during the uninucleate microspore stage (Additional file 3). Thus, Gh-miR398 was in common in all the three stages and Gh-miR394, Gh-miR399, and Gh-miR482 were each differentially expressed between the ‘Dong A’ WT and the GMS mutant during two anther developmental stages.

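At meiosis, 4 families passed the threshold. Gh-miR394 had 0 reads in Mar-F-1 and 11 in Mar-S-1, a log2 ratio of mutant to WT of 4.87 with 0.5 reads added to both counts (adjusted p = 0.000203, Fisher's exact test with Benjamini-Hochberg adjustment, as for all p-values here). The other families were lower in the mutant. Gh-miR396 had 540 and 30 reads (log2 ratio -3.83, 95% interval -4.41 to -3.30, adjusted p = 6.95e-97), Gh-miR399 had 118 and 10 reads (-3.22, -4.32 to -2.29, adjusted p = 3.27e-19) and Gh-miR482 had 58 and 17 reads (-1.43, -2.30 to -0.63, adjusted p = 0.000257). The call of Gh-miR482 depended on the scaling, with a log2 ratio of -0.85 when scaled by family reads and -0.64 when scaled by reads of 20 to 22 nt, and under these scalings Gh-miR156 passed instead (1.46 and 1.68). Gh-miR398 had 1 read in each library, which allows no comparison. Tags of 18 nt made up 80.0% of the Gh-miR396 reads in Mar-F-1 and were absent from Mar-S-1, and over tags of 20 to 22 nt, a setting chosen after the data were seen, the log2 ratio of Gh-miR396 was -0.21.
At the tetrad stage 2 families passed, both lower in the mutant. Gh-miR394 had 18 reads in Mar-F-2 and 1 in Mar-S-2 (log2 ratio -3.85, -9.23 to -1.19, adjusted p = 0.000442), and Gh-miR399 had 142 and 40 (-1.51, -2.05 to -0.99, adjusted p = 6.29e-10). Gh-miR398 had 6 and 2 reads (-1.27, -4.61 to 1.22, adjusted p = 0.357). At the uninucleate microspore stage 3 families passed. Gh-miR398 had 32 reads in Mar-F-3 and 4 in Mar-S-3 (-3.06, -5.02 to -1.57, adjusted p = 1.41e-06), Gh-miR482 had 148 and 20 (-2.95, -3.70 to -2.27, adjusted p = 3.29e-26), and Gh-miR396 had 507 and 1261 (1.25, 1.10 to 1.40, adjusted p = 2.27e-66), but a log2 ratio of -1.03 over tags of 20 to 22 nt. Gh-miR827 had 4 and 0 reads (adjusted p = 0.0703). With no limit on the ratio, 13, 12 and 13 of the 16 families had an adjusted p below 0.05 at the 3 stages.

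**Figure D2:**
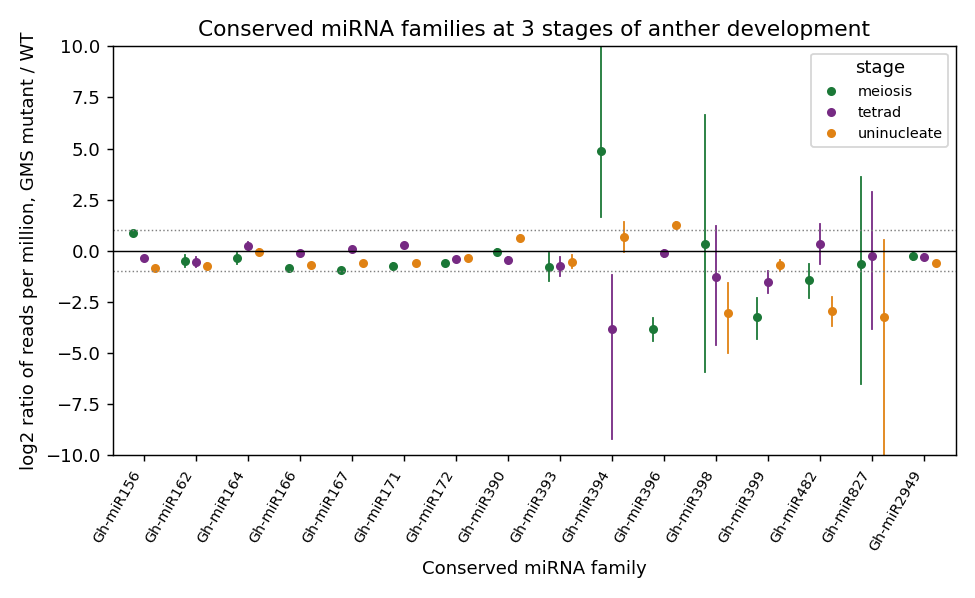
Log2 ratio of RPM, GMS mutant over WT (vertical axis), for each of the 16 conserved families (horizontal axis), with 1 colour per stage. Points are the ratio of the 2 libraries of a stage, vertical lines the exact 95% interval, drawn to the edge of the plot where it is unbounded, and dotted lines mark log2 ratios of 1 and -1. Families with few reads, such as Gh-miR398 and Gh-miR827, have the widest intervals.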

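Counted by the first 18 nt and scaled to RPM, no family passed the threshold at all 3 stages. With full-length matches only, Gh-miR399 passed at all 3, lower in the mutant each time, and when scaled by family reads Gh-miR394 did, in differing directions. Gh-miR394 and Gh-miR399 passed at meiosis and at the tetrad stage, and Gh-miR396 and Gh-miR482 at meiosis and at the uninucleate microspore stage. Gh-miR399 was lower in the mutant at both stages and Gh-miR482 likewise, whereas Gh-miR394 and Gh-miR396 changed direction between the stages at which they passed. For Gh-miR396 the change of direction depended on the tags of 18 and 19 nt, and over tags of 20 to 22 nt its log2 ratio was -0.21 at meiosis and -1.03 at the uninucleate microspore stage. Gh-miR398 passed at the uninucleate microspore stage alone. At the remaining stage Gh-miR399 had 293 reads in the WT and 186 in the mutant (log2 ratio -0.72, 95% interval -0.99 to -0.45), and Gh-miR482 had 20 reads in each tetrad library.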

### Degradome library construction and validation of conserved miRNA targets

In cotton, conserved miRNA targets were previously identified mainly via bioinformatics prediction [27] and only a few conserved miRNA targets have been experimentally validated [28]. In this study, in order to identify miRNA targets, a degradome library derived from anthers of the WT and GMS mutant representing three stages of development was constructed and sequenced, resulting in the generation of 24.6 million raw reads. After removal of low quality sequences and adapter sequences, 24.4 million clean reads were obtained and 98% were 20 or 21 nt in length as expected (Additional file 4) in that normally length distribution peak of degradome fragment is between 20 and 21 nt [29]. Of unique signatures, 9.5 million distinct reads of 20 and 21 nt in length were obtained and 5.68 million (59.8%) signatures (referred as mapped reads) were perfectly mapped to reference sequences in the cotton transcript assemblies database (DFCI-Cotton Gene Index, release 11.0), which represented 81.3% (95,966) of the annotated unique cotton sequences. These data indicate that the degradome library was of high quality with good genome coverage in identifying degraded mRNA targets that should contain the sequence profile resulting from miRNA directed cleavage.

By sequence alignments, a total of 896 distinct transcripts targeted by 145 unique miRNAs were detected in our degradome library (Additional file 5). Gene ontology (GO) categories based on biological processes revealed that these miRNA-target genes were related to 32 biological processes (as shown in Additional file 6); the five most frequent terms are regulation of cellular process, metabolic process, response to stimulus, macromolecule metabolic process, and primary metabolic process, indicating the importance of these miRNAs in gene regulations during cotton anther development.

As shown above, many targets of conserved miRNAs were captured by the degradome analysis, which provided experimental evidence to support previous predictions. The results of degradome analysis revealed that Gh-miR156, Gh-miR166, Gh-miR167, Gh-miR172, Gh-miR396, and Gh-miR398 directed cleavages of SBP-box (TC238023, Figure 5a), class III HD-Zip like protein (TC237127, Figure 5b), auxin response factor 4 (TC256045, Figure 5c), AP2 (TC275039, Figure 5d), ACC oxidase 3 (TC280456, Figure 5e), and Cu/Zn superoxide dismutase (TC237725, Figure 5f) genes, respectively, which are key genes involved in hormone signals, cell patterning, and anti-oxidant metabolism. These identified miRNA targets using degradome sequencing are present in the form of target plots (t-plots) that plot the abundance of the signatures relative to their position in the transcripts [30]. In each of these t-plots, a clear peak for the absolute number of tags is found at the predicted cleavage site for Gh-miR156, Gh-miR166, Gh-miR167, Gh-miR172, Gh-miR396, or Gh-miR398 (Additional file 7), indicated that there are correspondences between the cleavage positions and significant sites on the t-plots.

**Figure 5:**
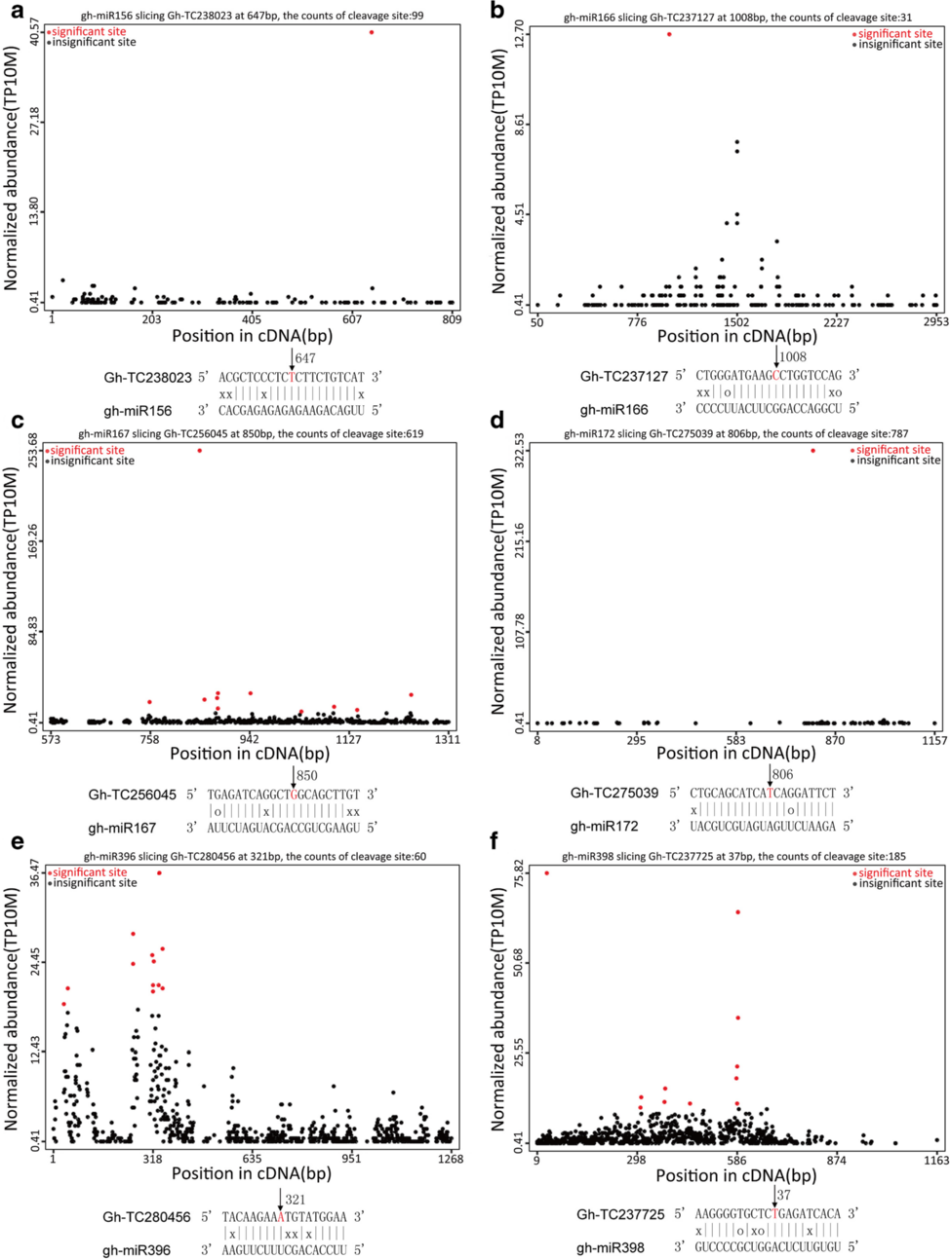
**Target plots (t-plots) of identified cotton conserved miRNA targets using degradome sequencing.** The abundance of each signature is plotted as a function of its position in the transcript. The red colored italicized nucleotide on the target transcript from the 3^′^ end indicates the cleavage site detected in the degradome library. The number next to the arrow in the alignment between the miRNA and the target is the cDNA position corresponds to the detected cleavage site. The X-axis of each t-plot represents the cDNA position range with the sequenced tags coverage. TP10M is normalized abundance in the formula TP10M = raw abundance/(total genome match – (t/r/sn/snoRNA))*10,000,000.

### Validation of miRNA and target expression through TaqMan microRNA assays

To examine miRNA expression during three stages of anther development as well as validate the sequencing results, Gh-miR156a, Gh-miR166a, Gh-miR167, Gh-miR172, Gh-miR396a and Gh-miR398 were assayed to validate if these miRNAs had significant differences in expressions between the WT and GMS mutant anthers (Additional file 8). 

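The sequencing side of this comparison is given for single mature sequences, in RPM. The Gh-miR156 sequence TTGACAGAAGAGAGAGAGCAC stood at 359 in Mar-F-1 and 925 in Mar-S-1, at 270 in Mar-F-2 and 608 in Mar-S-2, and at 315 in Mar-F-3 and 533 in Mar-S-3. The more abundant sequence TTGACAGAAGATAGAGAGCAC stood at 2239 and 4055, 3250 and 2266, and 7126 and 3229 in the same libraries. It was lower in the mutant at both later stages. The Gh-miR166 sequence TCGGACCAGGCTTCATTCCCC stood at 4942 and 2812 at meiosis, at 3102 and 2883 at the tetrad stage, and at 9908 and 5003 at the uninucleate microspore stage. For the Gh-miR167 sequence TGAAGCTGCCAGCATGATCTTA the values were 3837 in the WT and 1983 in the mutant at meiosis, 5112 and 5220 at the tetrad stage, and 17533 and 11558 at the uninucleate microspore stage. The Gh-miR172 sequence AGAATCTTGATGATGCTGCAT reached 645 and 384, 1083 and 726, and 1277 and 1002 at the 3 stages. The 18 nt Gh-miR396 sequence TTCCACAGCTTTCTTGAA was read 432 times in Mar-F-1 and 0 times in Mar-S-1, 481 and 386 times at the tetrad stage, and 58 and 794 times at the uninucleate microspore stage. At that last stage the 21 nt forms had the opposite direction. TTCCACAGCTTTCTTGAACTT was read 353 times in Mar-F-3 and 160 times in Mar-S-3, and TTCCACAGCTTTCTTGAACTG 45 and 28 times. The Gh-miR398 sequence TGTGTTCTCAGGTCGCCCCTG was read once in each meiosis library, 5 times and once at the tetrad stage, and 21 times in Mar-F-3 and 0 times in Mar-S-3. The qRT-PCR measurements were not analysed here.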

The miRNA expression patterns were similar to the sequencing results, indicating that the small RNA sequencing results were reliable.

To test if any correlation between miRNAs and their targets existed, the expression patterns of identified miRNA targets based on quantitative RT-PCR (qRT-PCR) were compared (Figure 6). If a miRNA degraded its target mRNA transcripts, their expression levels could be negatively correlated. As expected, the expression levels of most miRNA were inversely correlated with these of the corresponding mRNAs. During the three anther developmental stages, Gh-miR156 expressed at a relatively higher level in the GMS mutant than in the WT, while its target gene encoding a SBP-box (TC238023) expressed in the reverse way, as expected (Figure 6). 

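For Gh-miR156 the reads of all listed sequences numbered 38691 in Mar-F-1 and 56459 in Mar-S-1, a log2 ratio of mutant to WT of 0.89 (95% interval 0.87 to 0.91). They numbered 66190 in Mar-F-2 and 42116 in Mar-S-2 (-0.33, -0.35 to -0.32), and 103138 in Mar-F-3 and 59091 in Mar-S-3 (-0.87, -0.88 to -0.85). The direction at the later stages depended on the sequences counted. Without the sequence TTGACAGAAGATAGAGAGCAC, a setting chosen after the data were seen, the log2 ratios were 0.30 at the tetrad stage and 0.82 at the uninucleate microspore stage. The sequence drawn in Figure 5 alone, TTGACAGAAGAGAGAGAGCAC, had 4933 and 10026 reads at meiosis, 4414 and 7966 at the tetrad stage and 4094 and 7237 at the uninucleate microspore stage in the WT and the mutant, respectively. The expression of the SBP-box target was measured by qRT-PCR and was not analysed here.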

Unexpectedly, as compared with the GMS mutant, this target gene expressed at a proportionally higher level at the uninucleate stage of the WT anthers, during which stage the Gh-miR156 level was relatively lower (Figure 6). The relationship between Gh-miR167 and its target (TC256045) encoding an auxin response factor 4(ARF4)and between Gh-miR398 and its target (TC237725) encoding Cu/Zn superoxide dismutase followed a similar trend in the first and third stages (Figure 6). 

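Gh-miR167 had 191479 reads in Mar-F-1 and 79898 in Mar-S-1, or 13935 and 7371 RPM, a log2 ratio of mutant to WT of -0.92 (95% interval -0.93 to -0.91). At the uninucleate microspore stage it had 703754 reads in Mar-F-3 and 489809 in Mar-S-3, or 54212 and 36093 RPM, a log2 ratio of -0.59 (-0.59 to -0.58). Scaled by the reads of the 16 families, the ratio at the uninucleate microspore stage was 0.05. Gh-miR398 had 1 read in each meiosis library, and 32 reads in Mar-F-3 against 4 in Mar-S-3, a log2 ratio of -3.06 (-5.02 to -1.57). The target genes were measured by qRT-PCR and were not analysed here.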

As compared with the WT, the GMS mutant anthers had higher expression levels of the two miRNAs and lower expression of their target genes at the meiosis and uninucleate stages. 

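At the tetrad stage, Gh-miR167 had 284013 reads in Mar-F-2 and 240528 in Mar-S-2, or 17373 and 18352 RPM, a log2 ratio of mutant to WT of 0.08 (95% interval 0.07 to 0.09). Gh-miR396 had 706 and 522 reads, a log2 ratio of -0.12 whose interval of -0.28 to 0.05 included no difference (adjusted p = 0.197, Fisher's exact test with Benjamini-Hochberg adjustment). Gh-miR398 had 6 and 2 reads (-1.27, -4.61 to 1.22), a difference that was not detectable at this depth.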

On the contrary, the GMS mutant anthers at the tetrad stage had similar (in Gh-miR167) or lower (in Gh-miR396 and Gh-miR398) expression levels of the miRNAs, but their target genes had significantly higher expression levels, as compared with the WT (Figure 6). Similarly to Gh-miR156, Gh-miR167 was up-regulated in the uninucleate microspore stage of the GMS mutant anthers as compared with the WT, while its target gene (TC256045) encoding for ARF4 expressed at a much lower level (Figure 6).

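In RPM, Gh-miR167 stood at 54212 in Mar-F-3 and 36093 in Mar-S-3 at the uninucleate microspore stage. Both were the highest values of their genotype, after 13935 and 17373 in the WT and 7371 and 18352 in the mutant at meiosis and the tetrad stage. The 2 most abundant 22 nt forms moved together: TGAAGCTGCCAGCATGATCTTA had 227603 reads in Mar-F-3 and 156847 in Mar-S-3 (log2 ratio -0.60), and TGAAGCTGCCAGCATGATCTCA had 191909 and 116432 (-0.78). From higher Gh-miR167 counts in the mutant together with lower transcript levels of ARF4, the paper reasons that the miRNA and its target changed in opposite directions (Figure 6). The paper also assayed Gh-miR167 itself by qRT-PCR and describes the patterns of its assays as similar to its sequencing. Those assays were not analysed here.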

**Figure 6:**
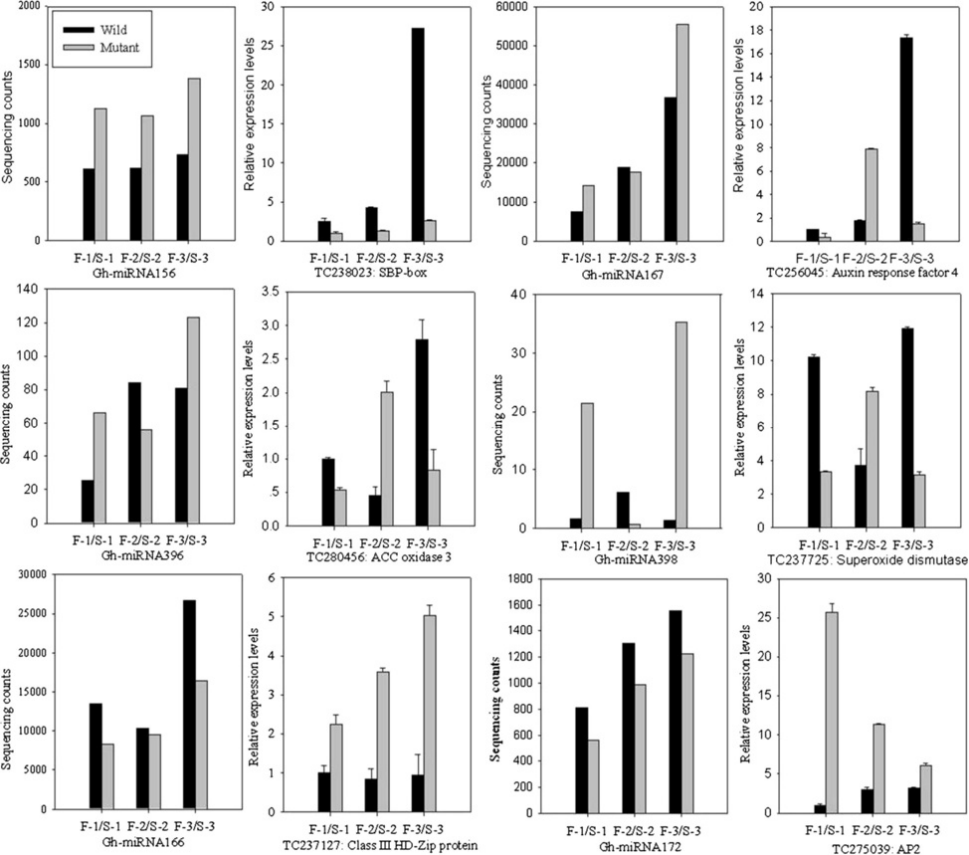
**miRNAs and their predicted target gene expressions in anthers of the WT and the GMS mutant.** F-1 and S-1: meiosis stage wild type and mutant anthers; F-2 and S-2: tetrad stage wild type and mutant anthers; F-3 and S-3: uninucleate microspore stage wild type and mutant anthers. Relative expression levels were calculated using 18S RNA as a control.

A reverse trend was noted between Gh-miR166 and its target gene coding for class III HD-Zip like protein (TC237127) and between Gh-miR172 and its target gene coding for AP2 (TC275039) in the GMS mutant as compared to the WT. The expression levels of Gh-miR166 and Gh-miR172 in the GMS mutant were significantly lower than in the WT during the three stages of the anther development, while the reverse was true for their target genes (Figure 6). It should be pointed out that, the negative correlation in expression levels between miRNAs and their target genes existed except for Gh-miR166, but the linear correlation coefficients (r= 0.64 to 0.98) were not statistically significant due in part to only three anther developmental stages sampled. 

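Gh-miR166 had 163955 reads in Mar-F-1 and 72599 in Mar-S-1, a log2 ratio of mutant to WT of -0.83 (95% interval -0.85 to -0.82). Its ratio was -0.11 (-0.12 to -0.10) at the tetrad stage, with 144037 and 107154 reads, and -0.71 (-0.72 to -0.70) at the uninucleate microspore stage, with 298769 and 190732 reads. Gh-miR172 had 10407 and 5364 reads at meiosis (-0.61, -0.66 to -0.57), 19847 and 11899 at the tetrad stage (-0.42, -0.45 to -0.39), and 19103 and 15583 at the uninucleate microspore stage (-0.36, -0.39 to -0.33). Both families were lower in the mutant at every stage in RPM, and none of these ratios was below -1. Scaled by reads of 20 to 22 nt, the ratio of Gh-miR172 at meiosis was 0.18, and scaled by family reads its ratio at the uninucleate microspore stage was 0.28. Under the same scalings the ratios of Gh-miR166 at these stages were -0.04 and -0.08, respectively.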

The non-linear relationship of expression levels between miRNAs and their target genes may also indicate that there are other mechanisms regulating expression of the target genes.

### Analysis of novel miRNA candidates

Given the fact that the sequencing of the Upland cotton genome is incomplete, and information on genomewide cotton small RNA population is unknown, accurate identification of non-conserved miRNA in cotton is a difficult task. Following a BLASTn search and hairpin structure prediction (See Materials and Methods), 110 putative unique *G*. *hirsutum* miRNAs were detected in the six small RNA libraries (Additional file 9), including 33 in the Mar-F-1 library, 19 in the Mar-F-2 library, 45 in the Mar-F-3 library, 6 in the Mar-S-1 library, 5 in the Mar-S-2 library, and 2 in the Mar-S-3 library (Table 2). 

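Each of the 110 mature sequences of Additional file 9 was counted as an exact match in all 6 libraries. All but 1 (109) had reads in the library for which they were listed, with a median of 7 reads there, and 61 had fewer than 10. The 33 sequences listed for Mar-F-1 had 4946 reads in that library and the 45 listed for Mar-F-3 had 4894 in theirs, whereas the 6 listed for Mar-S-1, the 5 for Mar-S-2 and the 2 for Mar-S-3 had 40, 13 and 11 reads. Of the 110 sequences, 69 had reads in all 6 libraries and 2 in a single library. The other library of the same stage held reads of 35 of the 39 sequences listed at meiosis, of 21 of 24 at the tetrad stage and of 45 of 47 at the uninucleate microspore stage. With a minimum of 5 reads, these numbers were 23, 3 and 32.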

All of these newly identified miRNAs met the criteria for miRNA annotation [31].

**Table 2:** Novel miRNAs identified from the six small RNA libraries

**Name**	**Count**	**miRNA Sequence**	**Fold energy**
Mar-F-1-m0001	42	CGCUAUCCAUCCUGAGUUUCA	−50.60
Mar-F-1-m0002	8	UCUUGUACUGCAUCAUAACUU	−55.90
Mar-F-1-m0004	58	AGAGAUUGCAUUUCCUCUUCCA	−29.40
Mar-F-1-m0006	12	UAACUGAAGAGUUUGAUCAUGG	−90.50
Mar-F-1-m0011	24	UGCAAAUCCAGUCAAAAGUUA	−33.90
Mar-F-1-m0013	21	GGGAAUUUCUGAUUGUCGGGG	−46.30
Mar-F-1-m0017	34	UGCUCACUUCUCUUCUGUCAGC	−57.60
Mar-F-1-m0018	78	UUCCAUCUCUUGCACACUGGA	−44.60
Mar-F-1-m0019	13	CCAAGAGGAUUGAAGGCCAUG	−39.30
Mar-F-1-m0022	11	GAAGCGCCUGGCAAGUUAGAC	−42.80
Mar-F-1-m0024	72	CGAGCCGAAUCAAUAUCACUC	−40.10
Mar-F-1-m0025	30	AGCUGCUUGGCUAUGGAUCCC	−46.10
Mar-F-1-m0026	9	AUGACCAUUCAAGAAAGUGCU	−59.25
Mar-F-1-m0027	82	GUAGUUGAACGACGUUUAUCUA	−35.40
Mar-F-1-m0029	121	GGAGCAUCAUCAAGAUUCACA	−48.11
Mar-F-1-m0030	1765	UUACUUUAGAUGUCUCCUUCA	−48.92
Mar-F-1-m0031	52	UCCAAAGGGAUCGCAUUGAUC	−58.70
Mar-F-1-m0032	14	ACGUUAUGGGCAUGGUAUGGA	−50.92
Mar-F-1-m0033	12	CAUGACUUUUAGCGGCGUUUG	−32.80
Mar-F-1-m0035	6	UGGUUUUCAAGUGGGAUUUGCUG	−60.90
Mar-F-1-m0038	136	UUCAGAAACCAUCCCUUCCUU	−58.60
Mar-F-1-m0039	3138	ACAGCUUUAGAAAUCAUCCCU	−52.50
Mar-F-1-m0040	12	GCUCUCUAUGCUUCUGUCAUC	−55.00
Mar-F-1-m0041	9	AUAUGUUAGAUCAAAGAGUAA	−49.50
Mar-F-1-m0042	162	GGCUGUGGUUGAUUCGGCAAGA	−37.55
Mar-F-1-m0043	73	AAUGGAGGAGUUGGAAAGAUU	−37.39
Mar-F-1-m0044	14	AGUGGAUUGGGCUACAGUUUCUU	−27.10
Mar-F-1-m0048	6	AUAAAAUACUGAUGUGACAUA	−33.90
Mar-F-1-m0051	9	ACGGUUUUAAGUUUUAACUGA	−28.42
Mar-F-1-m0052	9	GACGGUUUUAAGUUUUAACUG	−28.42
Mar-F-1-m0053	12	UUGGCGAACAAAUCAGUAGGAGU	−20.80
Mar-F-1-m0054	8	ACGACAGAAAAAAGGAUUGAUCA	−30.30
Mar-F-1-m0055	21	AAGUGGGAUGGGUGGAAAGAUU	−40.90
Mar-F-2-m0006	12	GGAGGAUCUCCAGGACUUGGCUU	−36.69
Mar-F-2-m0014	219	GAUUUGGGGCAAAGACGGGAU	−42.80
Mar-F-2-m0016	7	CUGGAUGCAGAGGUUUAUCGA	−51.70
Mar-F-2-m0019	11	GUGAUUGGGCUAGGGUCUAGGCA	−28.84
Mar-F-2-m0020	9	AAAACUGGACUGUUGUAUUGGUU	−39.70
Mar-F-2-m0022	8	UUAGAUUCAUUGGCUGAGUUA	−95.50
Mar-F-2-m0034	65	AACCAAUGACUAUUCAUGAUUCC	−25.30
Mar-F-2-m0035	7	GGGAGAAAUUAGAUUGCCGA	−18.33
Mar-F-2-m0039	10	AAGCUUGCUAGGCUCAAAGCCCA	−20.00
Mar-F-2-m0043	11	GUUCGAUUCUCGGAAUGCCC	−56.80
Mar-F-2-m0046	14	GGAAGGGAUAUAACUCAGCGGUA	−28.60
Mar-F-2-m0051	12	AAAGGGAUGAUUUCUAAAGCU	−47.85
Mar-F-2-m0055	10	UAUGUUAGAUCAAAGAGUAAAUU	−48.90
Mar-F-2-m0058	18	UGCCUGGCUCCCUGUAUGCCU	−42.10
Mar-F-2-m0064	8	AUACGACUAGCGCGACUCGA	−83.97
Mar-F-2-m0065	10	AAGAGUCAGAUUGCAUUUUGC	−25.40
Mar-F-2-m0067	11	AGGUACAGAGUCUGUUGGCAU	−47.80
Mar-F-2-m0069	294	GAUGGGUGAGGGGGUAAGACA	−52.80
Mar-F-2-m0071	8	AAGAGAGAAAGAGAGGCCUGGA	−30.62
Mar-F-3-m0001	16	ACUAAAAAAUGGGCAAAUUAG	−70.85
Mar-F-3-m0002	12	CUUUGGAGGGGAGAUUAGAGC	−61.05
Mar-F-3-m0006	8	AGGGAAGGUUAGAUAUUUAUA	−77.80
Mar-F-3-m0008	46	UAGAGAUUGCAUUUCCUCUUCC	−29.40
Mar-F-3-m0014	10	CGUGGUGAUCAGUUGGACCUUU	−23.40
Mar-F-3-m0018	6	GGCAGCGGUUCAUCGAUCUCU	−28.70
Mar-F-3-m0029	5	UUUAAUUUCCUCCAAUAUCUUA	−46.64
Mar-F-3-m0031	23	UGCCUGGCUCCCUGAAUGCCA	−53.30
Mar-F-3-m0032	103	UAGCCAAGGAUGACUUGCCUG	−54.30
Mar-F-3-m0035	18	UGAUAUUGGCCUGGUUCACUC	−44.99
Mar-F-3-m0036	10	CUCUAUGGUAGAAUCAGUCGGGG	−42.60
Mar-F-3-m0038	458	UUCCACAGCUUUCUUGAACUU	−62.70
Mar-F-3-m0041	909	GGAAUGUUGUCUGGCUCGAGG	−50.90
Mar-F-3-m0043	35	AGAUCAUGUGGCAGUUUCACC	−45.64
Mar-F-3-m0044	7	AGAGCUUUCUUCAGUCCACUC	−82.60
Mar-F-3-m0048	111	UUGGUGCGGUUCAAUCAGAUA	−50.80
Mar-F-3-m0049	20	CGAAUGAUCUCGGACCAGGCU	−35.76
Mar-F-3-m0050	154	AUCAUGUGGCAGUUUCACCUG	−44.00
Mar-F-3-m0056	4369	UCUUGACCUUGUAAGACCUUU	−48.30
Mar-F-3-m0058	10	GGAAUGUUGGCUGGCUCGAAG	−52.60
Mar-F-3-m0064	38	UGAAUGAUUUCGGACCAGGCU	−40.80
Mar-F-3-m0065	28	UGGUGCAGGUCGGGAACUGAU	−76.37
Mar-F-3-m0067	65	UUCCACGGCUUUCUUGAACUU	−51.20
Mar-F-3-m0070	22	UGCAUUCUGAUGUAUGGGGAC	−69.07
Mar-F-3-m0080	14	UUUAAUAUUGUUUGGAUAUUGU	−32.70
Mar-F-3-m0087	5	CGGCAAGUUGUCUUUGGCUAC	−52.00
Mar-F-3-m0091	12	CAGGUGUAGCAUCAUCAAGAU	−63.81
Mar-F-3-m0092	30	UCAGGUCAUCUUGCAGCUUCA	−111.30
Mar-F-3-m0093	53	CGCUAUCUAUCCUGAGUUUCA	−61.50
Mar-F-3-m0095	26	UUGAAGACCCAUUUGCAACCAA	−24.80
Mar-F-3-m0110	15	CUCUUGUUGGGCAAAUGAGCAU	−22.10
Mar-F-3-m0113	6	UGGGAACUUGAAGAUGAGGCU	−29.40
Mar-F-3-m0115	15	AGGAGGAGCAGGAAGCAGUAACU	−56.90
Mar-F-3-m0120	6	UUUCAACAUAGUAGAGGGACU	−102.07
Mar-F-3-m0124	11	UAUAUGGCUUAAAACAGGCUCC	−78.30
Mar-F-3-m0127	21	UCUUUCCUACUCCUCCCAUUCC	−55.10
Mar-F-3-m0141	10	AUGGACAUCCAAGGGGGAGUGUU	−50.46
Mar-F-3-m0146	15	UCCCUUUGGAUGUCUUCUUGC	−75.70
Mar-F-3-m0164	22	UGGCUUCUAGACAGUGGAUGCA	−23.40
Mar-F-3-m0178	24	UGUUGGCUCGGUUCACUCAGA	−61.50
Mar-F-3-m0183	21	AUGCACUGCCUCUUCCCUGGC	−50.60
Mar-F-3-m0185	160	UGGAGGCAGCGGUUCAUCGAUC	−36.30
Mar-F-3-m0198	7	AAGAGUCAGAUUGCAUUUUG	−25.40
Mar-F-3-m0200	9	AGAGGUGAUCAUGGGCCGGG	−21.20
Mar-F-3-m0205	32	CAGCCCUGGUGUUGGACAUUC	−46.00
Mar-S-1-m0013	9	GGGGCUGCAUUGAAGUGAAGGCU	−76.70
Mar-S-1-m0014	7	UUCCACAGCUUUCUUGAACUG	−49.30
Mar-S-1-m0035	12	ACAGGACAGGACAGGACAGGACA	−68.99
Mar-S-1-m0039	13	UGGCGUAUGAGGAGCCAUGCA	−51.90
Mar-S-1-m0097	18	AUAUGGCUUAAAACAGGCUCCA	−78.30
Mar-S-1-m0110	8	AGAGGAGAAGAAAAUUCACUAUA	−45.65
Mar-S-2-m0027	7	AUUGGUGAUUGACAUUUUUAUCU	−33.10
Mar-S-2-m0040	67	GGAAUGGAGGAGUUGGAAAGA	−47.59
Mar-S-2-m0043	6	UCUUUGAUCUAAUAUACAGG	−40.30
Mar-S-2-m0046	7	AGUGUAAGACCUGUCUGGGACA	−28.50
Mar-S-2-m0051	6	CUGAGGUUGGGUCGGACGACA	−30.02
Mar-S-3-m0014	6	UCCAUGGUGGAGAUUGCUCUU	−30.00
Mar-S-3-m0041	16	UGUUGAAGGUCGAUGGGUUAA	−39.70

Comparing the expression of these novel miRNAs between WT and GMS mutant anthers, 43, 22 and 56 novel miRNAs were significantly differentially expressed in the meiosis, the tetrad and the uninucleate microspore stages, respectively (Additional file 10). 

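With exact matches counted in both libraries of a stage, 3 of the 39 sequences listed at meiosis, 1 of 24 at the tetrad stage and 6 of 47 at the uninucleate microspore stage passed the threshold (Fisher's exact test with Benjamini-Hochberg adjustment over 110 tests, and a log2 ratio above 1 or below -1). All were lower in the mutant except Mar-F-3-m0164, which had 19 reads in Mar-F-3 and 68 in Mar-S-3. When all 110 sequences were compared at every stage, 6, 3 and 11 passed. The 3 sequences with the highest counts in Table 2 were present in every library. Mar-F-3-m0056 (TCTTGACCTTGTAAGACCTTT) had 2934 reads in Mar-F-3 and 1729 in Mar-S-3, a log2 ratio of mutant to WT of -0.83 (95% interval -0.91 to -0.74), after -0.58 at meiosis and -0.18 at the tetrad stage. Mar-F-1-m0039 (ACAGCTTTAGAAATCATCCCT) had 2427 reads in Mar-F-1 and 1975 in Mar-S-1, a log2 ratio of 0.04 (-0.04 to 0.13), 3152 in Mar-F-2 and 1569 in Mar-S-2, a log2 ratio of -0.69 (-0.78 to -0.60), and 10081 in Mar-F-3 and 3801 in Mar-S-3, a log2 ratio of -1.47 (-1.53 to -1.42). Mar-F-1-m0030 (TTACTTTAGATGTCTCCTTCA) had 1712 and 794 reads at meiosis, a log2 ratio of -0.77 (-0.89 to -0.64), 2163 and 1899 at the tetrad stage, where the ratio of 0.13 (0.04 to 0.22) had the opposite direction, and 3830 and 2710 at the uninucleate microspore stage, a ratio of -0.56 (-0.63 to -0.49).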

Identification of target genes for these novel miRNAs suggests that they may participate in various aspects of anther development. For example, novel miRNA Mar-F-1-m0031 was identified to target gene encoding a transport inhibitor response 1 (TIR1, a receptor of IAA, Additional file 11), which can directly bind to auxin through the formation of the SCFTIR1 complex and is the key protein in the Aux/IAA degradation pathway of the 26S proteasome [32].

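Mar-F-1-m0031 has the sequence TCCAAAGGGATCGCATTGATC, which is also the sequence listed here for Gh-miR393. It had 12 reads in Mar-F-1 and 5 in Mar-S-1 (log2 ratio of mutant to WT -0.92, 95% interval -2.78 to 0.69), 25 in Mar-F-2 and 15 in Mar-S-2 (-0.42, -1.45 to 0.56), and 12 in Mar-F-3 and 23 in Mar-S-3 (0.87, -0.19 to 2.02). Each interval included no difference. Counting every tag that begins with its first 18 nt, there were 63 and 29 reads at meiosis, a log2 ratio of -0.78 (-1.46 to -0.12). There were 124 and 59 at the tetrad stage (-0.75, -1.23 to -0.29) and 203 and 147 at the uninucleate microspore stage (-0.53, -0.85 to -0.22). In this count, in RPM, the value was lower in the mutant at each stage.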

## Discussion

Small RNAs regulate many aspects of anther development. However, no existing studies have reported the relationship between miRNAs and male sterility in cotton. To understand the underlying molecular basis resulting in the male sterility of the cotton GMS mutant, six small RNA libraries were constructed during the anther development of ‘Dong A’ WT and its GMS mutant in the current work. To the best of our knowledge, the present study represents one of the first such attempts.

Millions of unique small RNA sequences of 18–30 nt in length were detected, including 110 novel miRNAs, thus enriching the number of known unique small RNAs in cotton. Sixteen conserved miRNA families were detected in this study. Many canonical miRNAs are conserved among mosses, eudicots, and monocots, and some have conserved functions among land plants [33]. For example, the mature canonical Gh-miR167 in cotton is identical to those in poplar and Arabidopsis. These conserved miRNAs may play an important role in cotton anther development, as many of their targets mediate biological pathways, such as auxin responses and cell patterning, as implicated in the regulation of anther development, based on previous studies [34].

Both Gh-miR167 and Gh-miR166 were predominantly expressed during anther development in ‘Dong A’ WT and its GMS mutant (Figure 4), an indication of important roles in regulating cotton anther development. In this study, Gh-miR167 and Gh-miR166 were identified to target ARF4 and class III HD-Zip like protein, respectively. 

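In the uninucleate libraries, Gh-miR167 made up 62.1% of the conserved family reads of Mar-F-3 (95% Wilson confidence interval 61.99 to 62.17%) and 64.2% of those of Mar-S-3 (64.07 to 64.29%). In RPM the family stood at 54212 in the WT and 36093 in the mutant, a log2 ratio of -0.59 (95% interval -0.59 to -0.58). ARF4 transcripts were not part of the small RNA libraries.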

As compared with the wild type, Gh-miR167 was expressed at a relatively higher level in the uninucleate microspore stage, which led to down-regulation of ARF4 by ten-fold in the GMS mutant anthers (Figure 6). The much lower expression level of ARF4 may affect the auxin response pathway in the GMS mutant, which was consistent with the lower content of IAA in the uninucleate microspore stage of the GMS mutant anthers (Additional file 12). In Arabidopsis, miR166 is thought to target mRNAs that encode a class III HD-Zip-like protein that plays a critical role in shoot apical meristem initiation and leaf polarity and pattern formation [35,36]. However, the relationship between male sterility and the lower level of Gh-miR166 in the GMS mutant anthers relative to WT anthers is currently unknown and needs further studies.

miR156 and miR172 target SQUAMOSA PROMOTER BINDING PROTEIN transcription factors (SBP-box) and APETALA2 (AP2), respectively, which have been predicted to play important roles in anther development [37,38]. miR156 directly represses the expression of SBP-box transcription factors that play an important role in juvenile-to-adult transition throughout the plant kingdom [39]. It has been shown that miR156 directly promotes the transcription of miR172 via SBP-box, and miR172 acts downstream of miR156 to promote adult epidermal identity [40]. Furthermore, the miR156-regulated SBP-box is a direct upstream activator of LEAFY, FRUITFULL, and APETALA1 [41]. In this study, Gh-miR156 and Gh-miR172 were moderately expressed in ‘Dong A’ WT and its GMS mutant (Figure 4). Compared to these of the WT, the anthers from the three anther developmental stages of the GMS mutant had higher expression levels of Gh-miR156 and lower expression of its target SBP-box. In contrast to the fact that over-expression of miR172 resulted in male sterility in Arabidopsis and rice [20,38], we detected lower level of expression of Gh-miR172 and higher level of expression of its target AP2 in the GMS mutant anthers at the three anther developmental stages (Figure 6). Therefore, the relationship between miR156/miR172 and male sterility in the GMS mutant is likely different and needs further studies.

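The 21 nt Gh-miR172 sequence AGAATCTTGATGATGCTGCAT had 8866 reads in Mar-F-1 and 4167 in Mar-S-1 (log2 ratio of mutant to WT -0.75), 17697 in Mar-F-2 and 9519 in Mar-S-2 (-0.58), and 16572 in Mar-F-3 and 13592 in Mar-S-3 (-0.35). The AP2 transcript was measured by qRT-PCR and was not analysed here.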

Gh-miR396 was identified to target ACC oxidase 3 (TC280456), a key branch-point enzyme involved in ethylene biosynthetic process [42]. In anther development, ethylene is important for male gametophyte germination and anther dehiscence [43,44] and it has been reported that fertile male gametophyte development is accompanied by two peaks of ethylene production in anther tissues and the mature pollen is characterized by a high content of ethylene [45]. In the current study, Gh-miR396 was differentially expressed between ‘Dong A’ WT and its GMS mutant anthers in the meiosis stage, and it had a higher level of expression in the GMS mutant anthers in the uninucleate microspore stage. This is consistent with the relatively lower level of expression of its target gene ACC oxidase 3 (Figure 6). However, whether the opposite expressions of Gh-miR396 and its target gene in the GMS mutant anthers leading to a significant reduction in ethylene synthesis remains to be studied.

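Reads of Gh-miR396 at meiosis numbered 540 in Mar-F-1 and 30 in Mar-S-1, and at the uninucleate microspore stage 507 in Mar-F-3 and 1261 in Mar-S-3, with log2 ratios of mutant to WT of -3.83 and 1.25. Both values rested on short tags. Tags of 18 nt made up 80.0% of the family in Mar-F-1 and 0% in Mar-S-1, where the smallest abundance that can be shown is 0.277 RPM, and they made up 11.4% in Mar-F-3 and 63.0% in Mar-S-3. Over tags of 20 to 22 nt, a setting chosen after the data were seen, the log2 ratios were -0.21 at meiosis and -1.03 at the uninucleate microspore stage.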

Gh-miR398 targets mRNA (TC237725) that encodes Cu/Zn superoxide dismutase (Cu/Zn SOD), which plays an important role in plant antioxidant metabolism [46]. In plants, the prominent role of reactive oxygen species (ROS) has been revealed in induction, signaling, and execution of programmed cell death (PCD) [47]. ROS can trigger release of cytochrome *c*, which is a ROS-derived PCD feature shared among mammalian, plant and yeast mitochondria [48]. Previous studies revealed that excessive accumulation of O_2_^-2^ and H_2_O_2_, and a significant reduction in ROS-scavenging enzyme activity coincide with male cell death in cytoplasmic male sterile of cotton [49]. Budar and Pelletier reasoned that the difference in SOD gene expression between the cotton male sterile line and its maintainer may result in an imbalance in ROS metabolism and male sterility [50]. In the present study, we showed the existence of different underlying miRNA pathways that may regulate enzymatic activities in the WT and its GMS mutant. 

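Gh-miR398 had 32 reads in Mar-F-3 and 4 in Mar-S-3, or 2.47 and 0.295 RPM, a log2 ratio of mutant to WT of -3.06 (95% interval -5.02 to -1.57, adjusted p = 1.41e-06 from Fisher's exact test with Benjamini-Hochberg adjustment). The sequence drawn in Figure 5, TGTGTTCTCAGGTCGCCCCTG, had 21 reads in Mar-F-3 and 0 in Mar-S-3. The 4 reads in the mutant are close to the 3 reads taken as the smallest abundance the library can show.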

Surprisingly, Gh-miRNA398 was up-regulated by twenty-fold and its target gene Cu/Zn SOD was reversely much lower expressed in the uninucleate microspore stage of GMS mutant anthers, as compared to the WT anthers (Figure 6). Up-regulation of cytochrome *c* by threefold was observed in the corresponding stage of the GMS mutant anthers (Additional file 13). The decreased Cu/Zn SOD activity and elevated expression level of cytochrome *c* in the GMS mutant anthers may lead to a transient oxidative burst and significant ROS accumulation. However, more studies are needed to understand the underlying mechanisms that lead to male sterility in the GMS mutant.

## Conclusion

Using a deep sequencing strategy, a number of miRNAs expressed during three anther development stages of cotton were identified. The differential expression of the miRNAs between the GMS mutant and its WT indicates that miRNAs are distinctly involved in cotton anther development and male sterility. Further studies of these differentially expressed miRNAs and their targets in the anthers will provide a better understanding of the regulatory mechanisms underlying male sterility in cotton.

## Methods

### Plant materials and anther collection

Upland cotton (*G*. *hirsutum*) ‘Dong A’ (WT) plants and the GMS mutant in the ‘Dong A’ background were grown under regular field conditions at the experimental farm of the Cotton Research Institute in China Agricultural Academy of Science. Previous study revealed that when the longitudinal length of buds reach 5.0mm, 6.5mm, and 9mm, respectively, the pollen mother cell of the GMS mutant enter the meiosis, tetrad and uninucleate stages [51]. According to this sampling criterion and combined with microscopic examination, developing anthers at these three different growth stages were collected during early mornings. The excised anthers were frozen in liquid nitrogen and stored at −80°C for analysis.

### Small RNA sequencing and library construction

Total RNA was extracted from anthers using the pBiozol Total RNA Extraction Reagent (BioFlux), in accordance with the manufacturer’s instructions. The RNA was then precipitated with ethanol, dissolved in diethypyrocarbonate (DEPC) water and stored at −80°C. All RNA samples were examined for protein contamination (A_260_/A_280_ ratios) and reagent contamination (A_260_/A_230_ ratios) using a Nanodrop ND 1000 spectrophotometer (NanoDrop, Wilmington, DE).

The samples from the WT and GMS mutant anthers were quantified and equalized so that equivalent amounts of RNA were analyzed. The extracted total RNA was resolved on denatured 15% polyacrylamide gels. Gel fragments with a size range of 18–30 nt were excised, and the small RNA fragments were eluted overnight with 0.5 M NaCl at 4°C, and precipitated with ethanol. These 18–30 nt small RNAs were given 5^′^ and 3^′^ RNA adapters that were ligated with T4 RNA ligase. The adapter-ligated small RNAs were subsequently transcribed into cDNA by Super-Script II Reverse Transcriptase (Invitrogen) and amplified with the polymerase chain reaction, using primers that were annealed to the ends of the adapters. The amplified cDNA products were purified and recovered. Finally, Solexa sequencing technology was employed to sequence the small RNA samples (BGI, Shenzhen, China).

### Analysis of sequencing data

Raw sequence reads were produced using an Illumina 1G Genome Analyzer at BGI (Shenzhen, China) and processed into clean full-length reads through the BGI small RNA pipelines. During this procedure, all low quality reads were removed, such as reads with 3^′^ and 5^′^ adapter contaminants, those without insert tags, and those with poly A sequences. The remaining high-quality sequences were trimmed of their adapter sequences, and those larger than 30 nt or smaller than 18 nt were discarded. All high-quality sequences, even those with only a single unique read, were considered significant and used for further analysis and the sequences were deposited in NCBI with an accession number of GSE43531.

A chi-square test was performed to determine the statistical significance of the differences between the WT and GMS mutant small RNA libraries following a previously described method [52].

### Identification of novel miRNAs

To identify potentially novel miRNAs among the six small RNA libraries, cotton transcript assemblies (http://occams.dfci.harvard.edu/pub/bio/tgi/data/Gossypium ) from the Dana Farber Cancer Institute were chosen to map unique small RNA sequences. The characteristic hairpin structure of miRNA precursors was used to predict possible novel miRNAs. The miRNA prediction software, mireap, was also used to predict novel miRNA based on the secondary structure, the Dicer cleavage site, and the minimum free energy (http://sourceforge.net/projects/mireap/).

### Identification of miRNAs and their targets by degradome sequencing

The small RNAs were aligned to miRNA precursors/mature miRNAs in the miRBase (http://www.mirbase.org/index.shtml, release 15.0). The following criteria were used to determine the sequence counts of miRNA families in the different tissue samples: (1) if there was cotton miRNA information in the miRBase, the small RNAs were aligned to the corresponding cotton miRNA precursor/mature miRNA; and (2) if there was no cotton miRNA information in the miRBase, the small RNAs were aligned to the miRNA precursors/mature miRNAs of all plants in the database.

Most plant miRNAs facilitate the degradation of their mRNA targets by slicing precisely between the tenth and eleventh nucleotides (nt) from the 5^′^ end of the miRNA. As a result, the 3^′^ fragment of the target mRNA possesses a monophosphate at its 5^′^ end. This important property has been used to validate miRNA targets [53]. In this study, in order to dissect miRNA-guided gene regulation in the WT and GMS mutant anthers, a degradome library suitable for miRNA target identification was constructed as described previously [29]. Briefly, total RNAs, which were extracted from the WT and GMS mutant anthers representing three stages of development, respectively, were mixed at an equal molar ratio as one sample. Approximately 200 μg of the mixed total RNA was used for polyadenylation using the Oligotex mRNA mini kit (Qiagen). Using T4 RNA ligase (Takara), a 5^′^ RNA adapter was added to the cleavage products, which possessed a free 5^′^-monophosphate at their 3^′^ termini. The ligated products were then purified using Oligotex mRNA mini kit (Qiagen) for reverse transcription to generate the first strand of cDNA using an oligo dT primer via SuperScript II RT (Invitrogen). After the cDNA library was amplified for 6 cycles (94°C for 30 s, 60°C for 20 s, and 72°C for 3 min) using Phusion Taq (NEB), the PCR products were digested with restriction enzyme *Mme* I (NEB). A double-stranded DNA adapter was then ligated to the digested products using T4 DNA ligase (NEB). The ligated products were selected based on size by running 10% polyacrylamide gel and purified for the final PCR amplification (94°C for 30 s, 60°C for 20 s, and 72°C for 20 s) for 20 cycles. The PCR products were gel purified and used for high-throughput sequencing using Illumina HiSeq 2000.

Low quality sequences and adapters were removed before sequence analysis and the clean sequences were deposited in NCBI with an accession number of GSE43389. Unique sequence signatures were aligned to the database of cotton transcript assemblies in Cotton Gene Index (Release 11.0, http://occams.dfci.harvard.edu/pub/bio/tgi/data/Gossypium ) using SOAP software (http://soap.genomics.org.cn/). The CleaveLand was used to detect potentially cleaved targets based on degradome sequences. The 20 and 21 nt distinct reads were subjected to the CleaveLand pipeline for small RNA targets identification as previously described [54]. Briefly, the 20 and 21 nt distinct reads were first normalized to give“reads per million” (RPM). Subsequently, the degradome reads were mapped to the cotton annotated cDNA (DFCI-Cotton Gene Index, release 11.0) and the cDNA hit number of each degradome read was recorded. Raw abundances in the target library was normalized according to the formula: normalized abundance (TP10M) = raw abundance/(total genome match – (t/r/sn/snoRNA))*10,000,000. All alignments with scores not exceeding 4 and having the 5^′^ end of the degradome sequence coincident with the tenth and eleventh nucleotides of complementarity to the small RNA were retained. To evaluate the potential functions of miRNA-targeted genes, gene ontology (GO) categories (http://www.geneontology.org/) were used for assignment of the identified target genes according to the previously described method [55].

### The qRT-PCR of miRNAs

qRT-PCR reactions were carried out in final volumes of 20 μl containing 10 μl 2×TaqMan Universal PCR Master Mix, 1 μl 20×TaqMan MicroRNA Assay primers and probes, 7.67 μl nuclease-free water, and 1.33 μl product from RT reactions using a ABI 7500 Real-Time PCR system (Applied Biosystems). The reactions were incubated in a 96-well plate at 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s. Cotton 18S was used to normalize the amounts of gene-specific RT-PCR products [56].

## Authors’ contributions

MMW, SXY, SLF, and JWY designed the experiments. SLF performed the field cotton plant cultivation and anther collection. MZS conceived the study, participated in its design, as well as drafted and amended the manuscript. MMW wrote the manuscript draft and ZJF edited and revised the manuscript. MMW, HLW, and WM performed the experiments. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 The number of total miRNA and siRNA in six small RNA libraries. Click here for file

Additional file 2 Cotton conserved miRNA families in six small RNA libraries. Click here for file

Additional file 3 The number of significant differentially expressed cotton conserved miRNA in the six small RNA. Click here for file

Additional file 4 Length distribution of small RNAs in degradome library. Click here for file

Additional file 5 The number of distinct transcripts targeted by unique miRNAs detected in degradome library. Click here for file

Additional file 6 GO analysis of miRNA target genes identified in the WT and GMS mutant anthers representing three stages of development. Click here for file

Additional file 7 The significant sites on the t-plots. Click here for file

Additional file 8 **Comparison of the qRT-PCR results of the identified cotton miRNAs with the Solexa sequencing results of the corresponding miRNAs.** (a), (c), (e) Solexa sequencing results of miRNAs; (b), (d), (f) qRT-PCR results of miRNAs. F-1 and S-1: meiosis stage of the wild and mutant anthers; F-2 and S-2: tetrad stage of the wild and mutant anthers; F-3 and S-3: uninucleate microspore stage of the wild and mutant anthers. Relative expression levels (R.E.Ls) were calculated using 18S as a control. Click here for file

Additional file 9 **Novel miRNAs identified from six small RNA libraries**. Click here for file

Additional file 10 The number of significant differentially expressed novel cotton miRNA in the six libraries. Click here for file

Additional file 11 **Target plots (t-plots) of identified novel miRNA (Mar-F-1-m0031) targets using degradome sequencing.** The abundance of each signature is plotted as a function of its position in the transcript. The red colored italicized nucleotide on the target transcript from the 3^′^ end indicates the cleavage site detected in the degradome library. Click here for file

Additional file 12 **Measurment of IAA contents in the uninucleate microspore stage of WT and GMS mutant anthers using high performance liquid chromatography.** F-3 and S-3: uninucleate microspore stage wild type and mutant anthers. Click here for file

Additional file 13 **The qRT-PCR results of cytochrome *c *in anthers of the WT and GMS mutant.** Click here for file

# Supplementary material for: Comparative expression profiling of miRNA during anther development in genetic male sterile and wild type cotton
**Source:** BMC Plant Biol. 2013 Apr 19;13:66. doi: 10.1186/1471-2229-13-66
**Supplement:** Additional file 9 — Novel miRNAs identified from six small RNA libraries.

Supplemental file 9**.** Novel miRNAs identified from six small RNA libraries.

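Each entry of the list gives a mature sequence, the number of reads assigned to it in the library named in its identifier, and the folding energy of the predicted hairpin. The read number is given for that library alone. Exact counts of the same sequences showed 108 of the 110 in at least 2 of the 6 libraries. The first 18 nt of 4 of them (Mar-F-1-m0031, Mar-S-1-m0014, Mar-F-3-m0038 and Mar-F-3-m0127) equalled those of a mature sequence listed here for Gh-miR393, Gh-miR396, Gh-miR396 and Gh-miR482, respectively.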

mireap-plant

Mar-F-1-m0001 gi|109839591|gb|DW238152.1|DW238152:58:178:+ 121(nt) -50.60(kcal/mol)

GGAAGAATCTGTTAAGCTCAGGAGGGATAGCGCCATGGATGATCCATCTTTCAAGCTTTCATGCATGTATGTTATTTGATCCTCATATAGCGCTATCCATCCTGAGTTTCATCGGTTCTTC Mar-F-1-m0001 42

.((((((((.((.((((((((((.(((((((((.(((((.((((...(...((.((......)).))...)......)))).)).))).))))))))).)))))))))).)).))))))))

******************************************************************************************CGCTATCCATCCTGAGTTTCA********** Mar-F-1-m0001-3p 42

------------------------------------------------------------------------------------------CGCTATCCATCCTGAGTTTC----------- t0214217 5

------------------------------------------------------------------------------------------CGCTATCCATCCTGAGTTTCA---------- t0013337 37

//

Mar-F-1-m0002 gi|109845403|gb|DW243961.1|DW243961:210:356:- 147(nt) -55.90(kcal/mol)

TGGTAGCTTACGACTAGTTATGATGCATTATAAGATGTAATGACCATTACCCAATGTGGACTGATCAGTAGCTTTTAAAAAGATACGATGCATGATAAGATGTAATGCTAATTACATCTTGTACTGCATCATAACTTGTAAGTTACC Mar-F-1-m0002 9

.(((((((((((...((((((((((((.(((((((((((((...((((((((.....)).((.(((((((.(((.....)))......))).)))).))..))))))...))))))))))))).)))))))))))))))))))))))

********************************************************************************************************************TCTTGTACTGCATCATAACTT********** Mar-F-1-m0002-3p 8

-------------------------------------------CCATTACCCAATGTGGACT------------------------------------------------------------------------------------- t2340459 1

--------------------------------------------------------------------------------------------------------------------TCTTGTACTGCATCATAACT----------- t0999940 2

--------------------------------------------------------------------------------------------------------------------TCTTGTACTGCATCATAACTT---------- t0163059 6

//

Mar-F-1-m0004 gi|109849019|gb|DW477998.1|DW477998:429:550:+ 122(nt) -29.40(kcal/mol)

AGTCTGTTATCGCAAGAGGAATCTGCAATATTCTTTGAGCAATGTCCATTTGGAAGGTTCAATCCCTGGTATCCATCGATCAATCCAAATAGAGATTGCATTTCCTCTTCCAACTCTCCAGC Mar-F-1-m0004 58

...........(.((((((((..((((((.((((((((((....(((....)))..))))))....(((.(((....)))....)))...)))))))))).)))))))).)...........

******************************************************************************************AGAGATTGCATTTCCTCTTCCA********** Mar-F-1-m0004-3p 58

-----------------------------------------------------------------------------------------TAGAGATTGCATTTCCTCT-------------- t0425871 3

-----------------------------------------------------------------------------------------TAGAGATTGCATTTCCTCTT------------- t0400902 3

-----------------------------------------------------------------------------------------TAGAGATTGCATTTCCTCTTC------------ t0061734 12

-----------------------------------------------------------------------------------------TAGAGATTGCATTTCCTCTTCC----------- t0079173 10

-----------------------------------------------------------------------------------------TAGAGATTGCATTTCCTCTTCCA---------- t0288024 4

------------------------------------------------------------------------------------------AGAGATTGCATTTCCTCT-------------- t4082762 1

------------------------------------------------------------------------------------------AGAGATTGCATTTCCTCTT------------- t6317226 1

------------------------------------------------------------------------------------------AGAGATTGCATTTCCTCTTCC----------- t0267616 4

------------------------------------------------------------------------------------------AGAGATTGCATTTCCTCTTCCA---------- t0034761 19

-------------------------------------------------------------------------------------------GAGATTGCATTTCCTCTTCCA---------- t7428962 1

//

Mar-F-1-m0006 gi|109849221|gb|DW478200.1|DW478200:466:715:- 250(nt) -90.50(kcal/mol)

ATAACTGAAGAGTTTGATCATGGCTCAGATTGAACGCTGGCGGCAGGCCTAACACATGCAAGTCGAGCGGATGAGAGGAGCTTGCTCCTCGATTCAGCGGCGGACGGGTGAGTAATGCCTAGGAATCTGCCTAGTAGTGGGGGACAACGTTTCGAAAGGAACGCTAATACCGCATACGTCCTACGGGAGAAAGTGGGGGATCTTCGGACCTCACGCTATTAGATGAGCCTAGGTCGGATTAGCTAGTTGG Mar-F-1-m0006 13

.((((((...(((((((((..(((((.((((...(((((.((((..((.........))..))))...((((..((((((....)))))).))))..)))))...((((.......))))...))))...(((((((((((((....((((((....))))))......(((......((((((........))))))......))).)))).)))))))))..)))))..)))))))))...)))))).

*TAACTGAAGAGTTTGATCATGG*********************************************************************************************************************************************************************************************************************************** Mar-F-1-m0006-5p 12

-TAACTGAAGAGTTTGATCAT------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t4775366 1

-TAACTGAAGAGTTTGATCATG------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------ t0875137 2

-TAACTGAAGAGTTTGATCATGG----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t0322536 4

-TAACTGAAGAGTTTGATCATGGCT--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t0827336 2

--AACTGAAGAGTTTGATCATGG----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t6398879 1

---ACTGAAGAGTTTGATCATGGCT--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t6972565 1

----CTGAAGAGTTTGATCATGGCTCAG------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------ t6846040 1

------------TTTGATCATGGCTCAGATT--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t4959576 1

//

Mar-F-1-m0011 gi|109864195|gb|DW493171.1|DW493171:229:334:+ 106(nt) -33.90(kcal/mol)

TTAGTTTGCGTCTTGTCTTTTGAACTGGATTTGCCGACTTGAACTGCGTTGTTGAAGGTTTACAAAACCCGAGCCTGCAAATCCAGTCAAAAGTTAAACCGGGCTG Mar-F-1-m0011 24

.(((((((.((.(((.(((((((.((((((((((.(.(((((((......)))...((((.....)))))))).).))))))))))))))))).))))))))))))

***************************************************************************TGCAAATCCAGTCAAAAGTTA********** Mar-F-1-m0011-3p 24

-------------------------------------------------------------------------CCTGCAAATCCAGTCAAAAGT------------ t5825814 1

---------------------------------------------------------------------------TGCAAATCCAGTCAAAAGTTA---------- t0029468 21

----------------------------------------------------------------------------GCAAATCCAGTCAAAAGTTA---------- t0876542 2

//

Mar-F-1-m0013 gi|109865386|gb|DW494362.1|DW494362:170:311:+ 142(nt) -46.30(kcal/mol)

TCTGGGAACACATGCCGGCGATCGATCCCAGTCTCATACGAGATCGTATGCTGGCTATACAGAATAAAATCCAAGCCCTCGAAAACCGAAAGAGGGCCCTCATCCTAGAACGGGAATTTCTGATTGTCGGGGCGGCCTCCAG Mar-F-1-m0013 21

.(((((..(.(.(.(((((((((((((((.(((.((((((....))))))..)))...................((((((...........))))))..............))))...)).))))))))).).))..)))))

***************************************************************************************************************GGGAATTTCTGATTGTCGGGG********** Mar-F-1-m0013-3p 21

---------------------------------------------------------------------------------------------------------------GGGAATTTCTGATTGTCGGG----------- t0657632 2

---------------------------------------------------------------------------------------------------------------GGGAATTTCTGATTGTCGGGG---------- t0156143 6

---------------------------------------------------------------------------------------------------------------GGGAATTTCTGATTGTCGGGGC--------- t2045045 1

---------------------------------------------------------------------------------------------------------------GGGAATTTCTGATTGTCGGGGCGG------- t0263688 4

-----------------------------------------------------------------------------------------------------------------GAATTTCTGATTGTCGGGG---------- t1532143 1

-----------------------------------------------------------------------------------------------------------------GAATTTCTGATTGTCGGGGCG-------- t2696344 1

-----------------------------------------------------------------------------------------------------------------GAATTTCTGATTGTCGGGGCGGC------ t2575005 1

-----------------------------------------------------------------------------------------------------------------GAATTTCTGATTGTCGGGGCGGCC----- t5963704 1

------------------------------------------------------------------------------------------------------------------AATTTCTGATTGTCGGGGCGGCC----- t5833289 1

------------------------------------------------------------------------------------------------------------------AATTTCTGATTGTCGGGGCGGCCT---- t0562582 3

//

Mar-F-1-m0017 gi|109879497|gb|DW508467.1|DW508467:227:334:- 108(nt) -57.60(kcal/mol)

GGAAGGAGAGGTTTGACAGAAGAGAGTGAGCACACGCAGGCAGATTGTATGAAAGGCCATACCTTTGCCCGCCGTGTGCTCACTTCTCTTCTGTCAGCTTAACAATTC Mar-F-1-m0017 34

.(((....(((((.(((((((((((((((((((((((.((((((..(((((......))))).)))))).).))))))))))).)))))))))))))))).....)))

****************************************************************************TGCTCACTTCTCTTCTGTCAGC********** Mar-F-1-m0017-3p 34

--------------------------------------------------------------------------TGTGCTCACTTCTCTTCTGTC------------- t5101098 1

----------------------------------------------------------------------------TGCTCACTTCTCTTCTGTC------------- t4219039 1

----------------------------------------------------------------------------TGCTCACTTCTCTTCTGTCAGC---------- t0017186 31

-----------------------------------------------------------------------------GCTCACTTCTCTTCTGTCAGC---------- t5275249 1

//

Mar-F-1-m0018 gi|109885784|gb|DW514754.1|DW514754:97:189:+ 93(nt) -44.60(kcal/mol)

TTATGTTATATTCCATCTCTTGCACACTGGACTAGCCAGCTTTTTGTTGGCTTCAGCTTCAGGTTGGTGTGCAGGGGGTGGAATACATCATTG Mar-F-1-m0018 78

..(((...(((((((((((((((((((..(.(((((((((.....)))))))........)).)..)))))))))))))))))))...)))..

**********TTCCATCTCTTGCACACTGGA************************************************************** Mar-F-1-m0018-5p 78

----------TTCCATCTCTTGCACACT----------------------------------------------------------------- t0338827 4

----------TTCCATCTCTTGCACACTG---------------------------------------------------------------- t0172284 6

----------TTCCATCTCTTGCACACTGGA-------------------------------------------------------------- t0005820 68

//

Mar-F-1-m0019 gi|109888102|gb|DW517071.1|DW517071:448:600:+ 153(nt) -39.30(kcal/mol)

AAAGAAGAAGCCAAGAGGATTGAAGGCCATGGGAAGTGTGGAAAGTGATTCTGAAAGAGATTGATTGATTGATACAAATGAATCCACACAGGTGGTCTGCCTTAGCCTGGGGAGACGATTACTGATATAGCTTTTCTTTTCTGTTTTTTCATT Mar-F-1-m0019 13

...((((((((..((((((..((((((.(((....(((((((.(((.(.(((.....))).).))).(((......)))...))))))).(((.((((.(((......))).)))).))).....))).)))))).))))))))))))))...

**********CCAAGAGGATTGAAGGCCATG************************************************************************************************************************** Mar-F-1-m0019-5p 13

----------CCAAGAGGATTGAAGGCCA---------------------------------------------------------------------------------------------------------------------------- t8109032 1

----------CCAAGAGGATTGAAGGCCATG-------------------------------------------------------------------------------------------------------------------------- t0134486 7

----------CCAAGAGGATTGAAGGCCATGG------------------------------------------------------------------------------------------------------------------------- t3989124 1

-----------CAAGAGGATTGAAGGCCATG-------------------------------------------------------------------------------------------------------------------------- t1200670 2

------------AAGAGGATTGAAGGCCATG-------------------------------------------------------------------------------------------------------------------------- t7695700 1

------------AAGAGGATTGAAGGCCATGG------------------------------------------------------------------------------------------------------------------------- t6788935 1

//

Mar-F-1-m0022 gi|164240685|gb|ES801346.1|ES801346:12:196:+ 185(nt) -42.80(kcal/mol)

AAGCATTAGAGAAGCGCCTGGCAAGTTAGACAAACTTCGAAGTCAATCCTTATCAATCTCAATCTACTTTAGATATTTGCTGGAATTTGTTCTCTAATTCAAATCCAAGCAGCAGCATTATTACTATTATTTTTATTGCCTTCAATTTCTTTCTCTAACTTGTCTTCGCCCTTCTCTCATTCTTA Mar-F-1-m0022 11

(((.((.(((((((.((..(((((((((((.(((....((((.((((..............(((((...)))))..((((((((.((((..........))))))).)))))......................)))).))))......))).)))))))))))...)).))))))).)).))).

**********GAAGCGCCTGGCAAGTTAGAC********************************************************************************************************************************************************** Mar-F-1-m0022-5p 11

-------AGAGAAGCGCCTGGCAAGTTAG------------------------------------------------------------------------------------------------------------------------------------------------------------ t1746710 1

----------GAAGCGCCTGGCAAGTTA------------------------------------------------------------------------------------------------------------------------------------------------------------- t6519575 1

----------GAAGCGCCTGGCAAGTTAG------------------------------------------------------------------------------------------------------------------------------------------------------------ t1115963 2

----------GAAGCGCCTGGCAAGTTAGA----------------------------------------------------------------------------------------------------------------------------------------------------------- t4190631 1

----------GAAGCGCCTGGCAAGTTAGAC---------------------------------------------------------------------------------------------------------------------------------------------------------- t0158837 6

//

Mar-F-1-m0024 gi|164297310|gb|ES809290.1|ES809290:29:118:+ 90(nt) -40.10(kcal/mol)

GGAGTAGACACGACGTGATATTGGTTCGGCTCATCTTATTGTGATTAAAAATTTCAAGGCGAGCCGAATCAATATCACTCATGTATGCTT Mar-F-1-m0024 72

.(((((.(((.((.((((((((((((((((((..(((...((........))...)))..)))))))))))))))))))).))).)))))

***********************************************************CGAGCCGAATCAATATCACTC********** Mar-F-1-m0024-3p 72

-----------------------------------------------------------CGAGCCGAATCAATATCAC------------ t0994301 2

-----------------------------------------------------------CGAGCCGAATCAATATCACT----------- t1001245 2

-----------------------------------------------------------CGAGCCGAATCAATATCACTC---------- t0005743 68

//

Mar-F-1-m0025 gi|164305589|gb|ES824206.1|ES824206:590:686:+ 97(nt) -46.10(kcal/mol)

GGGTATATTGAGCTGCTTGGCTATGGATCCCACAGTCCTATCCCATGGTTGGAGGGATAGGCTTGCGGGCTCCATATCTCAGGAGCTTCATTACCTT Mar-F-1-m0025 30

(((((...((((((.((.((.((((((.(((.(((.((((((((.........)))))))).))).))).)))))).)).)).))).))).))))).

**********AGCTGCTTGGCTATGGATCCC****************************************************************** Mar-F-1-m0025-5p 30

----------AGCTGCTTGGCTATGGATCC------------------------------------------------------------------- t0906649 2

----------AGCTGCTTGGCTATGGATCCC------------------------------------------------------------------ t0019542 28

//

mireap-plant

Mar-F-1-m0026 gi|164306863|gb|ES841525.1|ES841525:640:893:+ 254(nt) -59.25(kcal/mol)

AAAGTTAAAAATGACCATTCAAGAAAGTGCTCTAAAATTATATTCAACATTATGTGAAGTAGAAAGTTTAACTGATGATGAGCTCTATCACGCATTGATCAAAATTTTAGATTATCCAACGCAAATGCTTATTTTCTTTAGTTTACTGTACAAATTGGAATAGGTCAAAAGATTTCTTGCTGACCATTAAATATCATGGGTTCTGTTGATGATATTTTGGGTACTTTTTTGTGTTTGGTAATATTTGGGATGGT Mar-F-1-m0026 9

...(((..(((((((((..(((((((((((.(((((((.....((((((...(((((.(((...(((..((((((.(((((((............(((((.........)))))............)))))))....)))))).))).)))...........(((((.(((....)))..)))))........))))).....))))))....))))))))))))))))))....))))..)))))..)))...

**********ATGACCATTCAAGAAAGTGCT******************************************************************************************************************************************************************************************************************************* Mar-F-1-m0026-5p 9

---------AATGACCATTCAAGAAAG----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t0351955 3

---------AATGACCATTCAAGAAAGTGCTCT----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t8071166 1

----------ATGACCATTCAAGAAAGT---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t3399279 1

----------ATGACCATTCAAGAAAGTGCT------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t0296143 4

//

mireap-plant

Mar-F-1-m0027 gi|164318687|gb|ES792617.1|ES792617:632:787:- 156(nt) -35.40(kcal/mol)

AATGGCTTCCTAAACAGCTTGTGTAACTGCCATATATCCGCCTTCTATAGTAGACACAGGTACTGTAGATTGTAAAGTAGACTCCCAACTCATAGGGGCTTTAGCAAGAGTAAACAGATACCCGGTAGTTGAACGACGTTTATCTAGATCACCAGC Mar-F-1-m0027 83

..(((..((.(((((.(.((((.((((((((...((((.((..(((((((((........)))))))))..))...((..((((((........)).((....))..))))..)).))))...)))))))).))))))))))....))...)))..

****************************************************************************************************************************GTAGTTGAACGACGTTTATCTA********** Mar-F-1-m0027-3p 82

----------------------------------------------------------------------------------------------GGGGCTTTAGCAAGAGTAAACAGA-------------------------------------- t4615634 1

----------------------------------------------------------------------------------------------------------------------------GTAGTTGAACGACGTTTAT------------- t2716467 1

----------------------------------------------------------------------------------------------------------------------------GTAGTTGAACGACGTTTATC------------ t2757343 1

----------------------------------------------------------------------------------------------------------------------------GTAGTTGAACGACGTTTATCTA---------- t0011089 43

-----------------------------------------------------------------------------------------------------------------------------TAGTTGAACGACGTTTATCTA---------- t0014227 36

------------------------------------------------------------------------------------------------------------------------------AGTTGAACGACGTTTATCTA---------- t1691712 1

//

Mar-F-1-m0029 gi|164352093|gb|ES839084.1|ES839084:189:299:+ 111(nt) -48.11(kcal/mol)

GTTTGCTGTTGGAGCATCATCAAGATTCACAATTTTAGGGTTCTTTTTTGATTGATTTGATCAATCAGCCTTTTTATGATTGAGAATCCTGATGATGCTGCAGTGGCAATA Mar-F-1-m0029 121

..((((..(((.((((((((((.(((((.(((((..(((((.......((((((((...))))))))))))).....))))).))))).)))))))))).)))..))))..

**********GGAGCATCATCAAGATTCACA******************************************************************************** Mar-F-1-m0029-5p 121

---------TGGAGCATCATCAAGATTCACA-------------------------------------------------------------------------------- t5630228 1

----------GGAGCATCATCAAGATTC----------------------------------------------------------------------------------- t5818345 1

----------GGAGCATCATCAAGATTCA---------------------------------------------------------------------------------- t6841174 1

----------GGAGCATCATCAAGATTCAC--------------------------------------------------------------------------------- t0047031 15

----------GGAGCATCATCAAGATTCACA-------------------------------------------------------------------------------- t0003105 102

-----------GAGCATCATCAAGATTCACAA------------------------------------------------------------------------------- t7509759 1

//

Mar-F-1-m0031 gi|164360788|gb|ES827656.1|ES827656:74:213:+ 140(nt) -58.70(kcal/mol)

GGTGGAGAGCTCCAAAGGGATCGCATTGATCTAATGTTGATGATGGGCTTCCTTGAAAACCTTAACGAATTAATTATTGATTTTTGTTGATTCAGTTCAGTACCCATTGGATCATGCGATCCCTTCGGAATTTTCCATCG Mar-F-1-m0031 52

(((((((((.(((.((((((((((((.(((((((((....(((.((..(((...)))..)).....((((((((...........))))))))...))).....))))))))))))))))))))).))).))))))))).

**********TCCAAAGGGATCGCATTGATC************************************************************************************************************* Mar-F-1-m0031-5p 52

----------TCCAAAGGGATCGCATTG---------------------------------------------------------------------------------------------------------------- t0293376 4

----------TCCAAAGGGATCGCATTGA--------------------------------------------------------------------------------------------------------------- t0537431 3

----------TCCAAAGGGATCGCATTGAT-------------------------------------------------------------------------------------------------------------- t0070087 11

----------TCCAAAGGGATCGCATTGATC------------------------------------------------------------------------------------------------------------- t0062644 12

----------TCCAAAGGGATCGCATTGATCT------------------------------------------------------------------------------------------------------------ t0089431 9

----------TCCAAAGGGATCGCATTGATCTAAT--------------------------------------------------------------------------------------------------------- t1529043 1

------------CAAAGGGATCGCATTGAT-------------------------------------------------------------------------------------------------------------- t7113814 1

------------CAAAGGGATCGCATTGATCTAA---------------------------------------------------------------------------------------------------------- t0084757 10

-------------AAAGGGATCGCATTGATCTAAT--------------------------------------------------------------------------------------------------------- t2690480 1

//

mireap-plant

Mar-F-1-m0032 gi|21092412|gb|BQ404725.1|BQ404725:41:142:+ 102(nt) -50.92(kcal/mol)

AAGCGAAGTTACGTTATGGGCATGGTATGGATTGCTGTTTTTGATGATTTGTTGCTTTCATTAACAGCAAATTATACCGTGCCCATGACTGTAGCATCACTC Mar-F-1-m0032 14

.((.((.(((((((((((((((((((((((.((((((((..(((.............)))..)))))))).)))))))))))))))))).))))).)).)).

**********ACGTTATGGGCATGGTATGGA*********************************************************************** Mar-F-1-m0032-5p 14

----------ACGTTATGGGCATGGTATG------------------------------------------------------------------------- t0544762 3

----------ACGTTATGGGCATGGTATGG------------------------------------------------------------------------ t0787259 2

----------ACGTTATGGGCATGGTATGGA----------------------------------------------------------------------- t0092182 9

//

mireap-plant

Mar-F-1-m0033 gi|21093413|gb|BQ405726.1|BQ405726:351:417:+ 67(nt) -32.80(kcal/mol)

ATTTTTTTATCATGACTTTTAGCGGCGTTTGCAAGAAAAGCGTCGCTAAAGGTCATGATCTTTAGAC Mar-F-1-m0033 12

........((((((((((((((((((((((.......))))))))))))))))))))))........

**********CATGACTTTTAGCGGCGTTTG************************************ Mar-F-1-m0033-5p 12

----------CATGACTTTTAGCGGCGTTT------------------------------------- t2912243 1

----------CATGACTTTTAGCGGCGTTTG------------------------------------ t0081818 10

-----------ATGACTTTTAGCGGCGTTTG------------------------------------ t6265076 1

//

Mar-F-1-m0035 gi|21102387|gb|BQ414700.1|BQ414700:101:359:- 259(nt) -60.90(kcal/mol)

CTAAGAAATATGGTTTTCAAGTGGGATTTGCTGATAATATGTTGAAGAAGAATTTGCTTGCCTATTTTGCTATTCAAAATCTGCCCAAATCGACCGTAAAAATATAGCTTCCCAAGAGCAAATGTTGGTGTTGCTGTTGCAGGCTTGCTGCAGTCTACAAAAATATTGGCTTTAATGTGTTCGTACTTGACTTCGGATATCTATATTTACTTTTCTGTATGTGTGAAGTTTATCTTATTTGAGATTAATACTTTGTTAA Mar-F-1-m0035 6

.(((.((((((...(((((((((((((..(((....(((((..(((((.((.((((...((..((((((.....))))))..)).))))))........((((((((.......(((((.((((((..(((.(((((.((......)).)))))..)))..)))))).)))))...(((((((..........)))))))))))))))..)))))..)))))....)))..)))))))))))))...))).))).))).

**********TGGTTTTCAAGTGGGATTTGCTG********************************************************************************************************************************************************************************************************************************** Mar-F-1-m0035-5p 6

----------TGGTTTTCAAGTGGGATTTGC------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------ t6643583 1

----------TGGTTTTCAAGTGGGATTTGCTG---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t0385408 3

----------TGGTTTTCAAGTGGGATTTGCTGA--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t0892194 2

//

Mar-F-1-m0038 gi|48739824|gb|CO070343.1|CO070343:231:358:- 128(nt) -58.60(kcal/mol)

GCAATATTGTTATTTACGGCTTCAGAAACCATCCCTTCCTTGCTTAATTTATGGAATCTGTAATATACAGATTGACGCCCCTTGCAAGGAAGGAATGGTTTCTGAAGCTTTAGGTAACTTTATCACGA Mar-F-1-m0038 165

(..(((..((((((((.(((((((((((((((.((((((((((...........((((((((...))))))))..........)))))))))).))))))))))))))).))))))))..)))..)..

********************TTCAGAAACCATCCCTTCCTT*************************************************************************************** Mar-F-1-m0038-5p 136

***************************************************************************************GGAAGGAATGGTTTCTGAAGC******************** Mar-F-1-m0038-3p 27

----------------CGGCTTCAGAAACCATCCCTTCCT---------------------------------------------------------------------------------------- t3395141 1

-------------------CTTCAGAAACCATCCCTTCCT---------------------------------------------------------------------------------------- t5961897 1

--------------------TTCAGAAACCATCCCTTCC----------------------------------------------------------------------------------------- t1292541 1

--------------------TTCAGAAACCATCCCTTCCT---------------------------------------------------------------------------------------- t4355443 1

--------------------TTCAGAAACCATCCCTTCCTT--------------------------------------------------------------------------------------- t0002169 129

---------------------TCAGAAACCATCCCTTCCTT--------------------------------------------------------------------------------------- t1919606 1

----------------------CAGAAACCATCCCTTCCTT--------------------------------------------------------------------------------------- t0533959 3

-------------------------------------------------------------------------------------AAGGAAGGAATGGTTTCT------------------------- t7153652 1

---------------------------------------------------------------------------------------GGAAGGAATGGTTTCTGAAG--------------------- t0928424 2

---------------------------------------------------------------------------------------GGAAGGAATGGTTTCTGAAGC-------------------- t0024471 24

---------------------------------------------------------------------------------------------AATGGTTTCTGAAGCTTTAGGTAA----------- t2497314 1

//

mireap-plant

Mar-F-1-m0039 gi|48739824|gb|CO070343.1|CO070343:423:531:- 109(nt) -52.50(kcal/mol)

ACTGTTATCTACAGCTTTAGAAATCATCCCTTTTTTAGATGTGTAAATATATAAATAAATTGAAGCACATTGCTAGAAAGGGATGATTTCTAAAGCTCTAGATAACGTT Mar-F-1-m0039 3172

...((((((((.(((((((((((((((((((((((..(((((((.(((.((....)).)))...)))))))...))))))))))))))))))))))).))))))))...

**********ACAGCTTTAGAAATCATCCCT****************************************************************************** Mar-F-1-m0039-5p 3138

********************************************************************************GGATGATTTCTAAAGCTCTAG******** Mar-F-1-m0039-3p 22

--TGTTATCTACAGCTTTAGAAA-------------------------------------------------------------------------------------- t0865090 2

-----TATCTACAGCTTTAGAAATCA----------------------------------------------------------------------------------- t4943403 1

-------TCTACAGCTTTAGAAATCA----------------------------------------------------------------------------------- t0370576 3

-------TCTACAGCTTTAGAAATCAT---------------------------------------------------------------------------------- t4328656 1

-------TCTACAGCTTTAGAAATCATC--------------------------------------------------------------------------------- t0009195 49

--------CTACAGCTTTAGAAATCATCC-------------------------------------------------------------------------------- t0772201 2

---------TACAGCTTTAGAAATCATCCC------------------------------------------------------------------------------- t0059218 13

----------ACAGCTTTAGAAATCATC--------------------------------------------------------------------------------- t0003115 102

----------ACAGCTTTAGAAATCATCC-------------------------------------------------------------------------------- t0015429 34

----------ACAGCTTTAGAAATCATCCC------------------------------------------------------------------------------- t0007522 56

----------ACAGCTTTAGAAATCATCCCT------------------------------------------------------------------------------ t0000033 2427

----------ACAGCTTTAGAAATCATCCCTT----------------------------------------------------------------------------- t0038481 17

----------ACAGCTTTAGAAATCATCCCTTT---------------------------------------------------------------------------- t6915954 1

----------ACAGCTTTAGAAATCATCCCTTTT--------------------------------------------------------------------------- t2303906 1

-----------CAGCTTTAGAAATCATCC-------------------------------------------------------------------------------- t8234987 1

-----------CAGCTTTAGAAATCATCCC------------------------------------------------------------------------------- t0198553 5

-----------CAGCTTTAGAAATCATCCCT------------------------------------------------------------------------------ t0033566 19

-----------CAGCTTTAGAAATCATCCCTT----------------------------------------------------------------------------- t0000360 400

-----------CAGCTTTAGAAATCATCCCTTT---------------------------------------------------------------------------- t0315738 4

------------AGCTTTAGAAATCATCCCT------------------------------------------------------------------------------ t4393133 1

------------AGCTTTAGAAATCATCCCTT----------------------------------------------------------------------------- t1029074 2

---------------TTTAGAAATCATCCCTTTTTT------------------------------------------------------------------------- t0202477 5

---------------------------------------------------------------------------GAAAGGGATGATTTCTAAAGC------------- t5039291 1

----------------------------------------------------------------------------AAAGGGATGATTTCTAAAG-------------- t4143253 1

----------------------------------------------------------------------------AAAGGGATGATTTCTAAAGCT------------ t5683785 1

-----------------------------------------------------------------------------AAGGGATGATTTCTAAAG-------------- t3083164 1

-----------------------------------------------------------------------------AAGGGATGATTTCTAAAGCT------------ t2385601 1

-----------------------------------------------------------------------------AAGGGATGATTTCTAAAGCTCTA--------- t3045672 1

-----------------------------------------------------------------------------AAGGGATGATTTCTAAAGCTCTAG-------- t0121395 7

------------------------------------------------------------------------------AGGGATGATTTCTAAAGC------------- t0409894 3

------------------------------------------------------------------------------AGGGATGATTTCTAAAGCT------------ t0286054 4

-------------------------------------------------------------------------------GGGATGATTTCTAAAGCT------------ t1208763 2

--------------------------------------------------------------------------------GGATGATTTCTAAAGCTCT---------- t7280231 1

----------------------------------------------------------------------------------ATGATTTCTAAAGCTCTAGAT------ t1062758 2

----------------------------------------------------------------------------------------TCTAAAGCTCTAGATAACGTT t4229584 1

//

Mar-F-1-m0040 gi|48752263|gb|CO082782.1|CO082782:157:290:+ 134(nt) -55.00(kcal/mol)

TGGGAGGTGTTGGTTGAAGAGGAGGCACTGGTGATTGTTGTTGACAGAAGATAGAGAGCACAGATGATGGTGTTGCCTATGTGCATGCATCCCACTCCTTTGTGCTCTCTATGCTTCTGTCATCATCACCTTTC Mar-F-1-m0040 21

.....((((((..((....))..))))))((((((.(....(((((((((((((((((((((((.(((((((((((......))).)))..))).)).)))))))))))))).))))))))).)))))))....

*******************************************************************************************************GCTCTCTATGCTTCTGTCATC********** Mar-F-1-m0040-3p 21

-------------------------------------------------------------------------------------------------------GCTCTCTATGCTTCTGTCATC---------- t0037117 18

-------------------------------------------------------------------------------------------------------GCTCTCTATGCTTCTGTCATCA--------- t0528370 3

//

mireap-plant

Mar-F-1-m0041 gi|48790494|gb|CO091808.1|CO091808:438:656:+ 219(nt) -49.50(kcal/mol)

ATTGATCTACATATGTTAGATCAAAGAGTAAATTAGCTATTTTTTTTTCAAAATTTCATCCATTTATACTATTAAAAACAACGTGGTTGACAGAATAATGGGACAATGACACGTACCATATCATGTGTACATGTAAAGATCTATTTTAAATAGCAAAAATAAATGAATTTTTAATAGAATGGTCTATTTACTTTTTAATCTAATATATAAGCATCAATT Mar-F-1-m0041 9

((((((((..(((((((((((.(((((((((((..((((((((...((.((((.(((((..((((...(((((.((((....((.((((.((......))...)))).))..(((((((...))).)))).............)))).)))))...))))..))))).)))))).))))))))..))))))))))).))))))))))).)).)))))).

**********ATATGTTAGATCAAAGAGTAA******************************************************************************************************************************************************************************************** Mar-F-1-m0041-5p 9

----------ATATGTTAGATCAAAGAGT---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t7706287 1

----------ATATGTTAGATCAAAGAGTAA-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t0635856 2

----------ATATGTTAGATCAAAGAGTAAA------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t6791840 1

----------ATATGTTAGATCAAAGAGTAAATT----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t8173330 1

-----------TATGTTAGATCAAAGAGTAAA------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t0981605 2

-----------TATGTTAGATCAAAGAGTAAAT------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------ t4342629 1

-----------TATGTTAGATCAAAGAGTAAATT----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------- t3532453 1

//

mireap-plant

Mar-F-1-m0042 gi|48793670|gb|CO094984.1|CO094984:68:167:+ 100(nt) -37.55(kcal/mol)

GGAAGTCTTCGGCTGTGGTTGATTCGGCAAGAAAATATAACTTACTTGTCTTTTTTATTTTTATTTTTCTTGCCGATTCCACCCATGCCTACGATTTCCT Mar-F-1-m0042 164

(((((((...(((((.(((.((.((((((((((((.............................)))))))))))).)).))))).)))...))))))).

**********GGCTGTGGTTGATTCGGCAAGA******************************************************************** Mar-F-1-m0042-5p 162

-----TCTTCGGCTGTGGTTGATTCGGCA----------------------------------------------------------------------- t7909015 1

--------TCGGCTGTGGTTGATTCGGCA----------------------------------------------------------------------- t0311803 4

--------TCGGCTGTGGTTGATTCGGCAAG--------------------------------------------------------------------- t4384217 1

--------TCGGCTGTGGTTGATTCGGCAAGA-------------------------------------------------------------------- t5429040 1

--------TCGGCTGTGGTTGATTCGGCAAGAA------------------------------------------------------------------- t1537350 1

---------CGGCTGTGGTTGATTCGGCAA---------------------------------------------------------------------- t0651610 2

---------CGGCTGTGGTTGATTCGGCAAG--------------------------------------------------------------------- t0014981 34

---------CGGCTGTGGTTGATTCGGCAAGA-------------------------------------------------------------------- t0026310 23

---------CGGCTGTGGTTGATTCGGCAAGAA------------------------------------------------------------------- t0928300 2

----------GGCTGTGGTTGATTCGGCAAG--------------------------------------------------------------------- t0047358 15

----------GGCTGTGGTTGATTCGGCAAGA-------------------------------------------------------------------- t0005207 73

----------GGCTGTGGTTGATTCGGCAAGAA------------------------------------------------------------------- t4260118 1

----------GGCTGTGGTTGATTCGGCAAGAAA------------------------------------------------------------------ t7226855 1

----------GGCTGTGGTTGATTCGGCAAGAAAA----------------------------------------------------------------- t6885987 1

-----------GCTGTGGTTGATTCGGCAAGA-------------------------------------------------------------------- t0422766 3

------------------TTGATTCGGCAAGAAAATATA------------------------------------------------------------- t3376130 1

//

mireap-plant

Mar-F-1-m0043 gi|48793670|gb|CO094984.1|CO094984:258:350:+ 93(nt) -37.39(kcal/mol)

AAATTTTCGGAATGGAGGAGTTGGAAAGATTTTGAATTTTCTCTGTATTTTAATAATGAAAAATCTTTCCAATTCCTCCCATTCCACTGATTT Mar-F-1-m0043 110

........(((((((((((((((((((((((((..(((................)))..)))))))))))))))))).)))))))........

**********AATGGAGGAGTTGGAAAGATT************************************************************** Mar-F-1-m0043-5p 73

***************************************************************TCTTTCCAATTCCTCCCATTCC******** Mar-F-1-m0043-3p 36

-------CGGAATGGAGGAGTTGGAA------------------------------------------------------------------- t2730257 1

-------CGGAATGGAGGAGTTGGAAA------------------------------------------------------------------ t6575607 1

-------CGGAATGGAGGAGTTGGAAAG----------------------------------------------------------------- t6441165 1

--------GGAATGGAGGAGTTGGAAAGA---------------------------------------------------------------- t3232568 1

----------AATGGAGGAGTTGGAAAGA---------------------------------------------------------------- t1239567 2

----------AATGGAGGAGTTGGAAAGATT-------------------------------------------------------------- t0007144 59

-----------ATGGAGGAGTTGGAAAGATT-------------------------------------------------------------- t0539237 3

-----------ATGGAGGAGTTGGAAAGATTT------------------------------------------------------------- t0529362 3

------------TGGAGGAGTTGGAAAGATT-------------------------------------------------------------- t0928256 2

---------------------------------------------------------------TCTTTCCAATTCCTCCCATTCC-------- t0064963 12

----------------------------------------------------------------CTTTCCAATTCCTCCCATTCC-------- t2674737 1

-----------------------------------------------------------------TTTCCAATTCCTCCCATTCCAC------ t0026338 23

---------------------------------------------------------------------CAATTCCTCCCATTCCACTGATT- t4444176 1

//

Mar-F-1-m0044 gi|48800227|gb|CO101541.1|CO101541:747:821:- 75(nt) -27.10(kcal/mol)

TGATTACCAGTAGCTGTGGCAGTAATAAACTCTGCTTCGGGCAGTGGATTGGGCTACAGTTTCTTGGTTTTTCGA Mar-F-1-m0044 14

.((..(((((.(((((((((..((((...(.((((.....)))).).)))).)))))))))..)))))...))..

******************************************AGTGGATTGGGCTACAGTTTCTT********** Mar-F-1-m0044-3p 14

----------------------------------------GCAGTGGATTGGGCTACAGTTTCT----------- t0865476 2

-----------------------------------------CAGTGGATTGGGCTACAGTTTCTT---------- t1203172 2

------------------------------------------AGTGGATTGGGCTACAGTTTCTT---------- t0150179 6

------------------------------------------AGTGGATTGGGCTACAGTTTCTTG--------- t0474304 3

-------------------------------------------GTGGATTGGGCTACAGTTTCTTGG-------- t3078909 1

//

Mar-F-1-m0048 gi|48827796|gb|CO126186.1|CO126186:120:220:- 101(nt) -33.90(kcal/mol)

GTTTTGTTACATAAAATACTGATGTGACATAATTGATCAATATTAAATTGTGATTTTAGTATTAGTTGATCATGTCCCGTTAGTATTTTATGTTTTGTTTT Mar-F-1-m0048 6

........((((((((((((((((.(((((.((..((.(((((((((.......))))))))).))..)).))))).))))))))))))))))........

**********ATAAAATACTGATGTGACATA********************************************************************** Mar-F-1-m0048-5p 6

----------ATAAAATACTGATGTGACATA---------------------------------------------------------------------- t0161644 6

//

Mar-F-1-m0051 gi|73850013|gb|DT459033.1|DT459033:165:304:- 140(nt) -28.42(kcal/mol)

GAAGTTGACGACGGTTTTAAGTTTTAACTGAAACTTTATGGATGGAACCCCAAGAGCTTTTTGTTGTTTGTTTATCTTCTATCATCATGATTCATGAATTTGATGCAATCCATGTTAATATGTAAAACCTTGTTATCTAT Mar-F-1-m0051 9

..((.((((((.(((((((.((.(((((((..........(((((((......((((........)))).......))))))).(((((...))))).............)).))))).)).))))))))))))).))..

**********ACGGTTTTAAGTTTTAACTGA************************************************************************************************************* Mar-F-1-m0051-5p 9

---------GACGGTTTTAAGTTTTAACTG-------------------------------------------------------------------------------------------------------------- t0337954 4

----------ACGGTTTTAAGTTTTAACT--------------------------------------------------------------------------------------------------------------- t4178257 1

----------ACGGTTTTAAGTTTTAACTGA------------------------------------------------------------------------------------------------------------- t0303782 4

//

mireap-plant

Mar-F-1-m0052 gi|73850014|gb|DT459034.1|DT459034:592:733:+ 142(nt) -28.42(kcal/mol)

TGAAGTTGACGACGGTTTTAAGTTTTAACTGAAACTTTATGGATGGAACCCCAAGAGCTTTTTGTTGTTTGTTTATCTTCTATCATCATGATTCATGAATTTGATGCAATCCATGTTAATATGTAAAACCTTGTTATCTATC Mar-F-1-m0052 9

...((.((((((.(((((((.((.(((((((..........(((((((......((((........)))).......))))))).(((((...))))).............)).))))).)).))))))))))))).))...

**********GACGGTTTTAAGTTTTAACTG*************************************************************************************************************** Mar-F-1-m0052-5p 9

----------GACGGTTTTAAGTTTTAACTG--------------------------------------------------------------------------------------------------------------- t0337954 4

-----------ACGGTTTTAAGTTTTAACT---------------------------------------------------------------------------------------------------------------- t4178257 1

-----------ACGGTTTTAAGTTTTAACTGA-------------------------------------------------------------------------------------------------------------- t0303782 4

//

mireap-plant

Mar-F-1-m0053 gi|73863731|gb|DT466470.1|DT466470:332:400:- 69(nt) -20.80(kcal/mol)

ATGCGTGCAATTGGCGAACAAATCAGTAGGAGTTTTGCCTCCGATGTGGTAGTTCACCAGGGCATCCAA Mar-F-1-m0053 23

.((.((((..((((.((((..((((...((((......))))....)))).)))).)))).)))).)).

**********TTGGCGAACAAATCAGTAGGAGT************************************ Mar-F-1-m0053-5p 12

***************************************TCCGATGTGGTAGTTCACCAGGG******* Mar-F-1-m0053-3p 10

-------CAATTGGCGAACAAATCAGT------------------------------------------ t6746009 1

-------CAATTGGCGAACAAATCAGTA----------------------------------------- t1553957 1

---------ATTGGCGAACAAATCAGTA----------------------------------------- t4823577 1

---------ATTGGCGAACAAATCAGTAGGAGT------------------------------------ t1015012 2

----------TTGGCGAACAAATCAGTA----------------------------------------- t0741923 2

----------TTGGCGAACAAATCAGTAGGAG------------------------------------- t0646359 2

----------TTGGCGAACAAATCAGTAGGAGT------------------------------------ t0523849 3

--------------------------------------CTCCGATGTGGTAGTTCACCAGGG------- t2190559 1

---------------------------------------TCCGATGTGGTAGTTCACCAGGGC------ t0899442 2

----------------------------------------CCGATGTGGTAGTTCACCAGGGCA----- t0355036 3

-----------------------------------------CGATGTGGTAGTTCACCAGGGCAT---- t0317249 4

---------------------------------------------GTGGTAGTTCACCAGGGCATCCAA t3345001 1

//

mireap-plant

Mar-F-1-m0054 gi|78323093|gb|DT543367.1|DT543367:746:896:- 151(nt) -30.30(kcal/mol)

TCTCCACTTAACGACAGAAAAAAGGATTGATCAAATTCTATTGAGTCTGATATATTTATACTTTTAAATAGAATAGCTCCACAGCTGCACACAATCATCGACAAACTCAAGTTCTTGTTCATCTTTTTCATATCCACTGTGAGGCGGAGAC Mar-F-1-m0054 9

(((((.(((.(((...((.((((((((.((.(((......((((((.((...((((((......))))))...(((((....)))))..............)).))))))....))).))))))))))....))...))).))).))))).

**********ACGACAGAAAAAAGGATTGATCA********************************************************************************************************************** Mar-F-1-m0054-5p 8

----------ACGACAGAAAAAAGGATTGATCA---------------------------------------------------------------------------------------------------------------------- t0268820 4

----------ACGACAGAAAAAAGGATTGATCAA--------------------------------------------------------------------------------------------------------------------- t0400581 3

-----------CGACAGAAAAAAGGATTGATCAAA-------------------------------------------------------------------------------------------------------------------- t7676025 1

---------------------------------AATTCTATTGAGTCTGATATATTT---------------------------------------------------------------------------------------------- t1301406 1

//

Mar-F-1-m0055 gi|84168871|gb|DR457519.1|DR457519:174:279:+ 106(nt) -40.90(kcal/mol)

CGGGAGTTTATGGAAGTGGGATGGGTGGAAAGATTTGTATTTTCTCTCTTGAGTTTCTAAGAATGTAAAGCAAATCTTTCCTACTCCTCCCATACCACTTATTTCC Mar-F-1-m0055 30

.((((((...(((..((((((.((((((((((((((((.(((.(..(((((......)))))..).))))))))))))))).)))).)))))).)))...))))))

*************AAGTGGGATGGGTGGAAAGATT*********************************************************************** Mar-F-1-m0055-5p 21

**************************************************************************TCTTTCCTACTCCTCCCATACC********** Mar-F-1-m0055-3p 8

-------------AAGTGGGATGGGTGGAAAGA------------------------------------------------------------------------- t1609439 1

-------------AAGTGGGATGGGTGGAAAGAT------------------------------------------------------------------------ t2101993 1

-------------AAGTGGGATGGGTGGAAAGATT----------------------------------------------------------------------- t0045639 15

--------------AGTGGGATGGGTGGAAAGATTTG--------------------------------------------------------------------- t0712278 2

----------------TGGGATGGGTGGAAAGATTTG--------------------------------------------------------------------- t0636669 2

--------------------ATGGGTGGAAAGATTTGTAT------------------------------------------------------------------ t6473503 1

--------------------------------------------------------------------------TCTTTCCTACTCCTCCCATACC---------- t0111823 8

//

mireap-plant

Mar-F-2-m0006 gi|109858124|gb|DW487103.1|DW487103:254:398:- 145(nt) -36.69(kcal/mol)

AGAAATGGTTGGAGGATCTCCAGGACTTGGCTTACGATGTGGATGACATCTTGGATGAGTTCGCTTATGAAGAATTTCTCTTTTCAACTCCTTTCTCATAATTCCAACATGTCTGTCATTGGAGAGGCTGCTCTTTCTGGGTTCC Mar-F-2-m0006 12

How the deposited data were processed for this re-analysis (not part of the article)

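Small RNA from anthers of the WT and the GMS mutant of 'Dong A' cotton was sequenced at meiosis, the tetrad stage and the uninucleate microspore stage, with 1 library for each genotype and stage and 6 libraries in all. The authors excised 18 to 30 nt RNA from a gel, ligated adapters, amplified the cDNA by PCR, removed low-quality reads and adapter sequences, and collapsed identical reads. They deposited the read count of every distinct tag in each library, without normalization, alignment or pooling of libraries. Beside each count stands the length of the tag, which equalled the length of the sequence in each case. The methods state that tags above 30 nt were discarded, and the deposited tags ranged from 18 to 44 nt. The sum of the deposited counts equalled the library total the paper gives, from 10839275 reads in Mar-S-1 to 16347976 in Mar-F-2, and these totals were used for scaling. At these depths 3 reads, taken as the smallest abundance that can be shown, correspond to between 0.184 and 0.277 reads per 1000000 total reads (RPM).

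Reads were counted for a conserved family when the first 18 nt of the tag equalled those of any of 31 listed mature sequences of the 16 families. The list used the sequence drawn in Figure 5 for 6 families and 25 sequences from general knowledge of plant miRNAs. Candidate siRNAs were tags of 21 to 24 nt with an exact partner of the same length in the same library that pairs with 2-nt 3′ overhangs. The mature sequences of Table 2 were counted as exact matches, and those listed for either library of a stage were compared between both libraries of the stage. Counts were scaled to RPM. The WT and mutant libraries of a stage were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment, over 48 tests for the families and 110 tests for the Table 2 sequences. The threshold was a log2 ratio above 1 or below -1 with an adjusted p below 0.05. Where a library had no read, 0.5 reads were added to both counts for the ratio. These tests compare 2 libraries, not the conditions. Shares carry 95% Wilson confidence intervals and log2 ratios exact conditional (Clopper-Pearson) 95% intervals, and both cover counting error only.

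Across the 3 stages, the genotypes were compared with edgeR's quasi-likelihood test on the counts of 81785 tags with at least 10 reads in at least 3 libraries, with TMM normalization and the stage as a block. The stages take the place of replicates in this comparison, so it finds only differences that are shared by the stages. DESeq2 was the alternative. The tools were Python 3.11.15 with scipy 1.17.1, statsmodels 0.14.6, numpy 2.4.6 and pandas 2.3.3, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

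The procedures were tested on simulated data. The family comparison recovered 100% of 160 simulated changes with 0 false calls among 160 unchanged families. Its simulated changes were larger than the threshold, low counts were raised to a minimum, and counts varied by sampling alone. It therefore does not cover families with few reads or variation between libraries. The search for siRNA partners found 200 of 200 planted tags and 0 of 1000 random tags. The planted tags were built by the rule of the search, and so few random tags hardly ever pair. This test therefore checks the working of the rule, not how often unrelated tags pair in a library. The edgeR comparison recovered 44% of 200 tags changed by 3 on the log2 scale at the dispersion of these libraries, 0.229, and 100% at a dispersion of 0.05, with 0 false calls in both.

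The families, all 16 of which were reported, the list of mature sequences, the Table 2 sequences to be named (Mar-F-1-m0031 and the 3 with the highest count in Table 2), the tags to be named (the 3 with the largest rise and the 3 with the largest fall among those with an adjusted p below 0.05 across the stages, of which there were none) and the alternatives were fixed before the data were examined. The alternatives were full-length matches, at most 1 mismatch, or shifted 5′ ends for the families; scaling by family reads, by reads of 20 to 22 nt or with TMM factors; no limit on the ratio; a chi-square test without adjustment; other length and read minimums for the 24 nt share, the shared tags, the siRNAs and the Table 2 sequences; and other filters and models for the comparison across stages, with each stage left out in turn. A further 4 alternatives were added after the data were seen: leaving out 1 Gh-miR156 sequence, counting tags of 20 to 22 nt only, drawing the libraries down to equal depth, and scaling the siRNA reads of 24 nt by the 24 nt reads of the library. Noncoding RNA annotation, precursor and miRBase alignment, hairpin prediction, the degradome library and the qRT-PCR and IAA measurements were not analysed here.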

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

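The tests described in this part were chosen only after the results were seen. Before the data were examined, the counting rules and thresholds were fixed. There was 1 library of each genotype and stage, so differences between the stages were not tested.

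The tag TTGGACAGAGTAATCACGGTCG, of 22 nt, made up 1.66% of all reads of the 6 libraries and was the most abundant tag of each. It belongs to none of the 16 conserved families as counted here and is not among the sequences of Table 2, and the text of the paper does not discuss it. It had 206076 reads in Mar-F-1 and 140539 in Mar-S-1 (log2 ratio of mutant to WT -0.21), 297009 in Mar-F-2 and 169394 in Mar-S-2 (-0.49), and 273352 in Mar-F-3 and 255087 in Mar-S-3 (-0.16). In the library with the lowest value, 98.3% of the reads that hold positions 3 to 18 of the tag started at its own 5′ end. Reads that start after position 3 are not counted in this test, so it is a weak one and a breakdown product of a longer RNA was not excluded. A source in another organism could not be excluded: the highest share of a library was 1.63 times the lowest, while Gh-miR166 varied by 3.44 times, and a source present at a constant level would give the same picture. The list held the 16 families only, so whether the tag is a miRNA of another family was not tested. What the tag is was not determined here.

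Reads of 18 to 20 nt differed in opposite directions at meiosis and at the uninucleate microspore stage. The log2 ratio of mutant to WT of their share was -2.19 at meiosis, 0.03 at the tetrad stage and 0.96 at the uninucleate microspore stage, a difference of 3.15 between the first and the last that was not tested. An effect of the genotype in the same direction at all stages is not what was seen, since the mutant had the lower share at 1 of the 3 stages. Breakdown of RNA in the library with more short reads would also be expected to raise reads of 25 to 30 nt, but at meiosis these had a log2 ratio of 0.45, against the direction of the short reads. At the uninucleate microspore stage the ratio was 0.04 (0.0359), too small to tell. Reads of 25 to 30 nt are only 1 sign of breakdown, and in the paper's Table 1 the share of rRNA reads was higher in the library with more short reads at both stages, so breakdown was not excluded. A loss of short fragments from Mar-S-1 and Mar-F-3, whatever the small RNA, would lower the share of tags of at most 20 nt within single families. That was seen for 9 of the 10 sets tested, which were the 9 families with at least 100 reads in every library and the most abundant tag. Size selection during library construction is therefore a candidate explanation, but trimming or breakdown of the small RNAs themselves would give the same result in this test. These and an effect of genotype that differs by stage cannot be told apart with 1 library each.

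Gh-miR396 passed the threshold in opposite directions, with log2 ratios of -3.83 at meiosis and 1.25 at the uninucleate microspore stage, 5.08 apart. The difference between the stages was not tested. Tags of 18 nt made up 80.0% of its reads in Mar-F-1 but 0% in Mar-S-1, and 63.0% in Mar-S-3 but 11.4% in Mar-F-3, in the direction of an uneven loss of short fragments. Over tags of 20 to 22 nt the log2 ratio at meiosis was -0.21, inside the threshold, so the value at meiosis rested on shorter tags. Trimming in Mar-F-1 cannot raise a count that takes in all lengths from 18 nt, so it does not account for that value. Whether a loss of short fragments was large enough was not shown, since that setting leaves out the tags in question. Reads of 18 nt made up 1.96% of Mar-F-1 and 0.19% of Mar-S-1, while those of Gh-miR396 numbered 432 and 0. At the uninucleate microspore stage the ratio over tags of 20 to 22 nt was -1.03, past the threshold as lower in the mutant. A loss of short tags alone would leave a ratio near 0 there. The loss is therefore not a sufficient explanation at that stage, and what remains cannot be told apart from variation between single libraries.

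Gh-miR394 had 0 reads in Mar-F-1 and 11 in Mar-S-1, but 18 in Mar-F-2 and 1 in Mar-S-2. The log2 ratios of 4.87 and -3.85 lie 8.72 apart, and the difference between the stages was not tested. Loss of short fragments is not a sufficient explanation, since over tags of 20 to 22 nt the ratios remained 4.87 and -3.68. With 99 reads over the 6 libraries and a single library per condition, variation between libraries cannot be told apart from a change between genotypes.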

How the results depend on the processing

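Changes are given here as log2 ratios of mutant to WT unless stated otherwise. The alternatives were fixed before the data were examined, except the 4 that are named as added after the data were seen: leaving out the Gh-miR156 sequence TTGACAGAAGATAGAGAGCAC, counting tags of 20 to 22 nt only, drawing the libraries down to equal depth, and scaling 24 nt siRNA reads by 24 nt reads. Where a value moved, the cause was not tested. Within a stage no pairs of replicates exist, and the comparison across the stages pairs the libraries by stage.

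The numbers of families past the threshold were 4, 2 and 3 at meiosis, the tetrad stage and the uninucleate microspore stage. With no limit on the ratio they were 13, 12 and 13, and when scaled by family reads 5 families passed at the uninucleate microspore stage. The other matching rules, scalings and tests kept these numbers within 1.5 times, but not always the same families. At meiosis Gh-miR482 (-1.43) no longer passed when scaled by family reads (-0.85) or by 20 to 22 nt reads (-0.64), Gh-miR156 passed under both (1.46 and 1.68), Gh-miR167 just passed with TMM factors, and over tags of 20 to 22 nt only Gh-miR396 no longer passed (-0.21). Among the uninucleate libraries, Gh-miR390 (1.26) and Gh-miR394 (1.30) passed when scaled by family reads, Gh-miR399 (-1.34) with full-length matches and Gh-miR827 with the chi-square test, and Gh-miR396 passed in the opposite direction over tags of 20 to 22 nt.

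The ratio of all conserved family reads was -0.57, -0.04 and -0.63 at the 3 stages. At meiosis it was -0.25 with full-length matches only, -0.55 with at most 1 mismatch, -0.56 where 5′ ends may shift, -0.66 with TMM factors and 0.22, the opposite direction, when scaled by 20 to 22 nt reads. At the tetrad stage the corresponding values were -0.14 with full-length matches, -0.05 (-0.0452) where 5′ ends may shift, 0.05 (0.0546) with TMM factors, which is reversed, and -0.05 (-0.0501) when scaled by 20 to 22 nt reads. The uninucleate microspore stage gave -0.72 with full-length matches, -0.64 (-0.643) with at most 1 mismatch, -0.62 where 5′ ends may shift, -0.75 with TMM factors and -0.55 when scaled by 20 to 22 nt reads. Of the added alternatives, leaving out the Gh-miR156 sequence gave -0.80, 0.0085 (reversed) and -0.60, and tags of 20 to 22 nt only gave -0.54, -0.0598 and -0.65.

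Single families reversed mostly with the scaling. Scaled by family reads, the reversed ratios at meiosis were 0.08 (0.0774) for Gh-miR162, 0.20 for Gh-miR164, 0.53 for Gh-miR390 and 0.30 for Gh-miR2949. Reversed ratios at the uninucleate microspore stage were 0.59 for Gh-miR164, 0.05 (0.048) for Gh-miR167, 0.04 (0.0392) for Gh-miR171, 0.28 for Gh-miR172, 0.11 for Gh-miR393 and 0.05 (0.0462) for Gh-miR2949. Scaled by 20 to 22 nt reads, the reversed ratios at meiosis were 0.29 for Gh-miR162, 0.41 for Gh-miR164, 0.03 (0.027) for Gh-miR171, 0.18 for Gh-miR172, 0.75 for Gh-miR390, 0.01 (0.0135) for Gh-miR393, 0.13 for Gh-miR827 and 0.52 for Gh-miR2949, and at the uninucleate microspore stage 0.05 (0.0486) for Gh-miR164. Full-length matches reversed Gh-miR393 at the uninucleate microspore stage (0.87) and Gh-miR482 at the tetrad stage (-0.07, or -0.0682). Shifted 5′ ends reversed Gh-miR398 at meiosis (-1.66). Leaving out the Gh-miR156 sequence reversed Gh-miR156 at the tetrad stage (0.30) and the uninucleate microspore stage (0.82), and tags of 20 to 22 nt only reversed Gh-miR396 at the uninucleate microspore stage (-1.03). Of the Table 2 sequences, counting all tags with the first 18 nt reversed Mar-F-1-m0031 at the uninucleate microspore stage (-0.53) and Mar-F-1-m0039 at meiosis (-0.0384), and scaling by 20 to 22 nt reads reversed Mar-F-3-m0056 (0.21) and Mar-F-1-m0030 (0.0243) at meiosis. Gh-miR166 kept its direction at each stage under each alternative, but under some its ratio came close to no difference. It was -0.04 (-0.0425) at meiosis when scaled by 20 to 22 nt reads. At the tetrad stage it was -0.01 (-0.0147) with TMM factors, and at the uninucleate microspore stage -0.08 (-0.0767) when scaled by family reads.

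The share of Gh-miR167 among family reads was 57.2% in the WT and 58.5% in the mutant. With full-length matches it was 42.2% and 43.6%, with at most 1 mismatch 56.6% and 57.8%, with shifted 5′ ends 55.2% and 56.0%, without the Gh-miR156 sequence 62.7% and 64.0%, and over tags of 20 to 22 nt 57.5% and 59.1%. For Gh-miR166 the shares of 29.4% and 26.7% became 28.2% and 23.5%, 29.9% and 27.0%, 31.3% and 29.1%, 32.3% and 29.3%, and 29.0% and 26.0% under the same alternatives. Gh-miR167 stayed above Gh-miR166 under each of these alternatives. The 24 nt share of 59.2% in the WT and 62.3% in the mutant became 64.3% and 66.0% when each tag was counted once, and 56.1% and 60.1% over tags with at least 2 reads.

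The percentages of shared tags were 46.6%, 52.0% and 47.0%. With at least 2 reads in either library they were 76.3%, 85.3% and 80.7%, and with at least 10 reads 94.2%, 100% and 99.4%. Equal numbers of family reads and at most 1 mismatch left them inside their confidence intervals.

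The ratios of siRNA reads were -0.52, -0.0014 and -0.08. Over 24 nt tags they were -0.13, 0.0011 (reversed) and -0.0569, over tags with at least 2 reads -0.78, -0.043 and -0.12, and over tags of 18 to 30 nt -0.56, -0.0153 and -0.0598. At equal depth, an added alternative, they were -0.35, 0.16 (reversed) and -0.13, and for 24 nt tags scaled by 24 nt reads, also added, -0.42, -0.0441 and 0.0363 (reversed).

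Of the sequences of Table 2, 35, 21 and 45 had reads in the other library of the stage. With a minimum of 5 reads this became 23 at meiosis and 3 at the tetrad stage. The numbers past the threshold, 3, 1 and 6, became 6, 2 and 10 when 3′ ends may vary. They became 6, 3 and 11 when all Table 2 sequences were compared at every stage, and 4, 2 and 9 with no limit on the ratio.

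Across the stages, edgeR called 0 of 81785 tags higher and 0 lower in the mutant, with 663 and 1351 at an unadjusted p below 0.05. DESeq2 called 9 lower. Over the fits that each left out 1 stage, the numbers ranged from 0 to 80 for tags higher and from 0 to 19 for tags lower in the mutant. The other alternatives, which were no TMM factor, no stage block and both read minimums, gave 0 and 0. At an unadjusted p below 0.05 they gave 737 and 1221, 501 and 966, 2005 and 2824, and 438 and 618 tags, respectively. At the dispersion of these libraries the test recovered 44% of simulated changes of 3 on the log2 scale.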

Differences from the paper's values

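The paper gives 12.13%, 11.77% and 14.65% as the percentages of unique miRNAs shared at meiosis, the tetrad stage and the uninucleate microspore stage, and the values here, over tags of the 16 conserved families, were 46.6%, 52.0% and 47.0%. None of the alternatives set before the data were examined closed the gap.

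The paper's numbers of differentially expressed miRNAs of Table 2 are 43, 22 and 56, and those here were 3, 1 and 6. The sets differ, since the paper made 49, 35 and 62 comparisons, and 39, 24 and 47 sequences were compared here. None of the alternatives set before the data were examined closed the gap. At meiosis and the uninucleate microspore stage only the alternative with all Table 2 sequences compared enough of them to reach the paper's numbers. For Mar-F-1-m0031 the paper gives 52 reads in Mar-F-1, which is the sum over the tags it lists on that arm of the hairpin, and exact matches here gave 12. The paper's listing gives the exact sequence 12 reads as well, so the exact counts are equal. With tags that share its first 18 nt, an alternative set before the data were examined, the count was 63.

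For Gh-miR156 the paper's counts (Additional file 2) are 8393 and 12183 at meiosis, 10116 and 13969 at the tetrad stage, and 9509 and 18725 at the uninucleate microspore stage, in the WT and the mutant. The counts here were 38691 and 56459, 66190 and 42116, and 103138 and 59091. None of the alternatives set before the data were examined closed the gap. Without the sequence TTGACAGAAGATAGAGAGCAC, an alternative chosen after seeing the values, the counts were 7446 and 11291, 12028 and 11908, and 7854 and 14522, each within 1.5 times the paper's.

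For Gh-miR167 the paper gives 81937 reads in Mar-F-1 and 195843 in Mar-S-1, and the counts here were 191479 and 79898. No alternative, planned or added, closed the gap.

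For Gh-miR393 in Mar-S-3 the paper gives 295 reads and the count here was 147. Where 5′ ends may shift it was 197, within 1.5 times the paper's, and no other alternative came within that range. For Gh-miR394 the paper gives 3 reads in Mar-F-1 and 4 in Mar-S-2, and the counts here were 0 and 1. With shifted 5′ ends the former was 3, and the latter stayed outside 1.5 times under every alternative.

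For Gh-miR396 the paper gives 908 reads in Mar-F-1, 278 in Mar-S-1, 1376 in Mar-F-2 and 1051 in Mar-F-3, and the counts here were 540, 30, 706 and 507. With at most 1 mismatch, Mar-F-1 had 752 and Mar-F-2 had 1088, within 1.5 times the paper's. No alternative closed the gap for Mar-S-1 and Mar-F-3.

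For Gh-miR398 the paper gives 5, 2, 11, 80, 52 and 9 reads in Mar-F-1, Mar-S-1, Mar-F-2, Mar-S-2, Mar-F-3 and Mar-S-3, and the counts here were 1, 1, 6, 2, 32 and 4. With shifted 5′ ends Mar-F-1 had 4, Mar-F-3 had 47 and Mar-S-3 had 6, within 1.5 times the paper's. No alternative closed the gap for the other libraries.

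For Gh-miR482 the paper gives 181, 30, 92, 100, 543 and 89 reads in the same order of libraries, and the counts here were 58, 17, 20, 20, 148 and 20. With shifted 5′ ends they were 193 in Mar-F-1, 99 in Mar-F-2, 95 in Mar-S-2, 562 in Mar-F-3 and 94 in Mar-S-3, all within 1.5 times the paper's, whereas the count in Mar-S-1 stayed outside that range under every alternative. For Gh-miR827 the paper gives 14, 5, 10, 7, 8 and 19, and the counts here were 2, 1, 3, 2, 4 and 0. No alternative closed the gap.

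In 3 comparisons that the paper calls differentially expressed (Additional file 3), the log2 ratio of WT to mutant had the opposite sign here. The paper's ratios are -1.37 for Gh-miR396 at meiosis, -4.60 for Gh-miR398 and -1.18 for Gh-miR827 at the uninucleate microspore stage, and those here were 3.83, 3.06 and 3.23, the last from 4 reads in Mar-F-3 and 0 in Mar-S-3. No alternative closed the gap for any of them. The paper's own tables differ for the former 2: Additional file 2 lists 908 and 278 reads of Gh-miR396 in Mar-F-1 and Mar-S-1 where Additional file 3 has 278 and 908, and 52 and 9 reads of Gh-miR398 in Mar-F-3 and Mar-S-3 where Additional file 3 has 20 and 383. The direction in Additional file 2 is that found here for both.

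The paper states that Gh-miR167 was higher in the mutant than in the WT at the meiosis and uninucleate stages. The log2 ratios of mutant to WT here were -0.92 and -0.59. The paper also states that Gh-miR156 was higher in the mutant at every stage, and the ratios here were 0.89 at meiosis, -0.33 at the tetrad stage and -0.87 at the uninucleate microspore stage. Without the sequence TTGACAGAAGATAGAGAGCAC, chosen after seeing the values, those of the later stages were 0.30 and 0.82. The paper ranks Gh-miR172 above Gh-miR156 in abundance, and the reads here numbered 82203 and 365685. The rank here rested on the same sequence. Without it, Gh-miR156 had fewer reads than Gh-miR172 in Mar-F-1, Mar-F-2, Mar-F-3 and Mar-S-3. In Mar-S-1 it had more, and in Mar-S-2 the counts were 11908 and 11899. The paper calls Gh-miR398 differentially expressed at all stages, and here it passed the threshold at the uninucleate microspore stage alone, with 1 read in each library at meiosis. It gives Mar-F-1 2 times the unique miRNAs of Mar-S-1, and the distinct tags of conserved families here numbered 372 and 311. Over the 47 comparisons of Additional file 3, the sign of the ratio here was the same in 38 and the opposite in 9. The 38 include Gh-miR398 at meiosis, which had 1 read in each library and so no direction that can be compared. They also include Gh-miR398 at the tetrad stage, where the paper's tables differ. Additional file 3 has 80 reads in the WT and 11 in the mutant, and Additional file 2 has 11 and 80. The sign here is opposite to that in Additional file 2.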

Other observations

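The tests described in this part were chosen only after the results were seen.

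The direction of Gh-miR167 at meiosis and at the uninucleate microspore stage was opposite to that in Additional file 2. One possible explanation is that the WT and mutant counts stand in each other's place in that table. After exchanging them, the largest gap between the counts here and the paper's was 0.04 (0.0364) on the log2 scale at meiosis and 0.03 (0.0341) at the uninucleate microspore stage, against 1.29 and 0.56 as listed. Of the 38 pairs of counts with at least 20 reads in each of the 4 values, 5 were closer to the paper's after an exchange: Gh-miR167 at these stages, Gh-miR156 at the tetrad and uninucleate stages, and Gh-miR393 at the uninucleate stage. For Gh-miR156 the gap after an exchange was still 2.24 and 2.64, so an exchange does not account for it. Its counts here include the sequence TTGACAGAAGATAGAGAGCAC. Without that sequence they were within 1.5 times the paper's counts as listed. For Gh-miR393 it was 0.54, which leaves an exchange open. In Additional file 3, 6 of the 47 comparisons hold normalized values that are not the RPM of the library they stand under. In 4 of these the values follow from the total of the other library of the stage, which was the case for Gh-miR167 at the meiosis and uninucleate stages, Gh-miR396 at meiosis and Gh-miR398 at the tetrad stage. The normalized values of Gh-miR398 at the uninucleate stage follow from the totals of the meiosis libraries. For Gh-miR167 at the tetrad stage, each normalized value is the RPM of the count listed for the other library. An exchange of whole libraries does not account for the direction of Gh-miR167, since it would have moved every family. Gh-miR162 had a gap of 0.06 as listed and 0.90 after an exchange at meiosis, and 0.05 and 0.74 at the uninucleate microspore stage. The paper also assayed Gh-miR167 by qRT-PCR and describes the patterns of its assays as similar to its sequencing. Those assays were not analysed here, so they were not set against an exchange.

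The miRNAs of Table 2 are each listed for a single library. Whether they were nevertheless present in the other library of the stage was judged from counts that had been fixed before the data were examined. Reads were found there for 101 of the 110. Additional file 10 gives a count of 0 in 1 of the libraries for 107 of the 121 comparisons it calls differentially expressed. A candidate explanation for the numbers in that table is therefore that a sequence not predicted in a library was entered as 0. The sequences with no reads in the other library of the stage had at most 7 reads in their own.

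Candidate siRNA reads, in RPM, were lower in the mutant at meiosis and at the uninucleate microspore stage. Library depth was one technical explanation at meiosis, since partners are found more often at greater depth and Mar-F-1 was the deeper library. At equal depth the log2 ratio of mutant to WT was -0.35 at meiosis, so drawing to equal depth did not remove the difference. The mutant library was the deeper at the uninucleate microspore stage, so depth was no explanation for a lower value there, and the ratio of -0.13 at equal depth is not a test of it. The lengths of the reads were another, since Mar-S-1 held more 24 nt reads. For 24 nt tags scaled by 24 nt reads the ratio was -0.42 at meiosis, where the length shift does not account for the difference, and 0.04 (0.0363) at the uninucleate microspore stage, where the direction reversed. With 1 library per condition, the remaining difference cannot be told apart from variation between libraries.

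In the comparison of the genotypes across the stages, 0 tags had an adjusted p below 0.05 and 2014 an unadjusted p below 0.05. The latter are fewer than a share of 0.05 of the 81785 tags tested. The libraries can be divided so that every stage pair is parted in 4 ways, the real division included, and 4 of the 4 divisions gave at least 2014 tags with an unadjusted p below 0.05, up to 4452. The design cannot give a share below 0.05. The other 6 divisions of the libraries put both libraries of a stage in the same group and so confound the groups with the stages, and they gave from 437 to 8899 such tags. None of the 10 divisions gave a tag with an adjusted p below 0.05.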
